# Endosperm cellularization failure induces a dehydration-stress response leading to embryo arrest

**DOI:** 10.1093/plcell/koac337

**Published:** 2022-11-25

**Authors:** Wenjia Xu, Hikaru Sato, Heinrich Bente, Juan Santos-González, Claudia Köhler

## Abstract

The endosperm is a nutritive tissue supporting embryo growth in flowering plants. Most commonly, the endosperm initially develops as a coenocyte (multinucleate cell) and then cellularizes. This process of cellularization is frequently disrupted in hybrid seeds generated by crosses between different flowering plant species or plants that differ in ploidy, resulting in embryo arrest and seed lethality. The reason for embryo arrest upon cellularization failure remains unclear. In this study, we show that triploid *Arabidopsis thaliana* embryos surrounded by uncellularized endosperm mount an osmotic stress response that is connected to increased levels of abscisic acid (ABA) and enhanced ABA responses. Impairing ABA biosynthesis and signaling aggravated triploid seed abortion, while increasing endogenous ABA levels as well as the exogenous application of ABA-induced endosperm cellularization and suppressed embryo growth arrest. Taking these results together, we propose that endosperm cellularization is required to establish dehydration tolerance in the developing embryo, ensuring its survival during seed maturation.

IN A NUTSHELL

**Background:** In most angiosperms, the endosperm initiates as a coenocyte and starts to cellularize after a defined number of nuclear divisions. This process of cellularization is frequently disrupted in hybrid seeds generated after crosses between different flowering plant species or plants that differ in ploidy and is thus a major obstacle to plant breeding. Restored endosperm cellularization allows researchers to rescue hybrid embryos, revealing an essential role of this process for embryo survival. Despite the importance of endosperm cellularization, why this developmental transition causes embryo arrest remained unknown.

**Question:** To address the functional importance of endosperm cellularization for embryo survival, we generated transcriptome data of triploid embryos that are surrounded by uncellularized endosperm and triploid embryos surrounded by cellularized endosperm.

**Findings:** Here we showed that embryos surrounded by an uncellularized endosperm mount an osmotic stress response that is connected to increased levels of ABA and ABA responses. By manipulating ABA biosynthesis and signaling, we revealed a causal connection between ABA-mediated osmotic stress and embryo arrest. Based on these data we propose that endosperm cellularization is required to establish dehydration tolerance in the developing embryo, ensuring survival during seed maturation. Researchers have known for decades that endosperm cellularization is essential for embryo survival, but what makes this transition relevant remained unknown. Our work provides important insights into this phenomenon.

**Next steps:** We found that ABA can suppress triploid seed abortion, but the detailed mechanism remains to be explored. We would like to understand the role of the ABA pathway for embryo survival by characterizing when, where, and how it acts during seed development.

## Introduction

The endosperm is a developmental innovation of flowering plants supporting embryo growth and germination. This tissue is a product of the double fertilization process, whereby one sperm cell fertilizes the haploid egg cell, giving rise to the diploid embryo, and the other sperm cell fertilizes the predominantly diploid central cell, giving rise to the triploid endosperm (Costa et al., 2012). In most flowering plants, the endosperm initially undergoes multiple rounds of nuclear divisions that are not followed by cellularization, giving rise to a multinucleate cell known as a coenocyte. Cellularization is initiated after a defined number of nuclear divisions and ultimately fills the complete chamber of the central cell (Costa et al., 2012). The timing of endosperm cellularization is important for embryo survival and is a critical determinant of final seed growth (Hehenberger et al., 2012; Batista et al., 2019).

In *Arabidopsis thaliana*, endosperm cellularization starts when the embryo has reached the heart stage of development at approximately 4 days after pollination (DAP) and is completed when the embryo has reached the torpedo stage at ∼6 DAP (Boisnard-Lorig et al., 2001). Crosses between different flowering plant species or plants that differ in ploidy (interspecies and interploidy hybridizations, respectively) frequently result in the failure of endosperm cellularization and embryo arrest for reasons that remain to be defined (Ramsey and Schemske, 1998; Lafon-Placette and Kohler, 2016; Köhler et al., 2021). In Arabidopsis, crosses between diploid maternal plants and tetraploid pollen donors give rise to triploid seeds containing embryos that arrest at the torpedo stage of seed development surrounded by a largely uncellularized endosperm. The resulting seeds collapse and fail to germinate, a phenomenon that has been termed the “triploid block” (Scott et al., 1998).

Embryos from interploidy and interspecies hybridizations over a wide range of species can be rescued by removing them from the seed and incubating them in vitro on suitable media, supporting the causal role of the endosperm in embryo arrest (Fratini and Ruiz, 2011; Roy et al., 2011; Ji et al., 2015; Rebernig et al., 2015). Furthermore, genetic repressors of the triploid block that have been identified in Arabidopsis restore endosperm cellularization, emphasizing the finding that endosperm cellularization is essential for embryo survival (Kradolfer et al., 2013; Wolff et al., 2015; Jiang et al., 2017). One of the identified suppressors of the triploid block is a mutation of *NRPD1* (*NUCLEAR RNA POLYMERASE D1*), encoding the largest component of RNA polymerase IV (Pol IV; Erdmann et al., 2017; Martinez et al., 2018). Pol IV generates precursor RNAs that are converted into 24-nt short-interfering RNAs, which initiate RNA-directed DNA methylation (RdDM; Rymen et al., 2020). Similar to many other suppressors of the triploid block, paternal inheritance of the *nrpd1* mutation is sufficient to suppress the triploid block in Arabidopsis (Erdmann et al., 2017; Martinez et al., 2018).

In this study, we aimed to decipher the cause of embryo arrest upon endosperm cellularization failure. To this end, we performed transcriptome analyses of triploid torpedo-stage Arabidopsis embryos isolated from seeds containing cellularized and uncellularized endosperm. We found that embryos surrounded by an uncellularized endosperm elicited an osmotic stress response that was connected with increased abscisic acid (ABA) levels and responses. Impaired ABA synthesis and signaling aggravated the triploid block, while increasing endogenous ABA levels or the exogenous application of ABA-induced endosperm cellularization and suppressed the triploid block, revealing a role for ABA in endosperm-mediated embryo arrest. These findings suggest that endosperm cellularization is required to confer dehydration tolerance to the developing embryo, ensuring its survival during seed maturation.

## Results

### Endosperm cellularization failure causes the expression of osmotic stress-response genes in triploid embryos

To decipher the molecular mechanism causing embryo arrest upon failure of endosperm cellularization, we compared the transcriptome profiles of isolated triploid embryos surrounded by uncellularized *versus* cellularized endosperm. Crosses of diploid wild-type plants with tetraploid pollen donors (2x wt × 4x wt) give rise to triploid (3x) embryos surrounded by uncellularized endosperm, while crosses of diploid wild-type plants with tetraploid *nrpd1* pollen donors (2x wt × 4x *nrpd1*) give rise to 3x embryos mostly surrounded by cellularized endosperm (Martinez et al., 2018). We also generated transcriptome profiles of diploid wt (2x wt × 2x wt) and diploid *nrpd1* (2x wt × 2x *nrpd1*) embryos, referred to as 2x wt and 2x *nrpd1*, respectively. Consistent with previous data (Martinez et al., 2018), crosses between 2x wt and 4x wt resulted in 3x seed abortion at a frequency of more than 70%, while crosses between 2x wt and 4x *nrpd1* strongly suppressed seed abortion to a frequency of 8% (Supplemental Figure S1). The isolated embryos were at the torpedo stage of development, which corresponded to 6 DAP for 3x *nrpd1* embryos but 8 DAP for 3x wt embryos (Supplemental Figure S1, B–E). Thus, embryo growth of 3x *nrpd1* was not arrested but was still delayed compared to 2x wt or 2x *nrpd1* embryos. Transcriptome profiles were generated in biological triplicates using separate crosses from distinct plants (Supplemental Table S1).

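Poly(A) RNA of dissected embryos was sequenced in 12 libraries, 3 for each of 2x wt, 2x *nrpd1*, 3x wt and 3x *nrpd1*. The mother was diploid wt in every cross, so the embryos of the *nrpd1* groups received the mutation from the pollen donor only. The sample labels and the Methods give 6 DAP for the 2x groups and 8 DAP for the 3x groups, whereas the Results give 6 DAP for 3x *nrpd1*. By the labels, 3x and 2x embryos were matched for the torpedo stage and differed by 2 days in age, so ploidy and age in days cannot be separated in a comparison of 3x with 2x embryos. The authors trimmed the reads with Trimmomatic, mapped them with TopHat2 to the TAIR10 genome masked for rRNA genes, counted them per gene with GFOLD and tested the counts with DESeq2. Their deposited table holds RPKM (reads per kilobase of gene, scaled by the reads of the library) for 33602 genes in each library and no counts. For many genes of known exon length, the low RPKM values moved in steps worth 1 read. Other low values lay between the steps, so reads given per gene are approximate. The size of the step gave the number of reads that each library's values rest on. This was 9443797 to 13025655 reads in 2x wt (median 12621955), 8532731 to 13602763 in 2x *nrpd1* (median 11264709), 6851604 to 9101778 in 3x wt (median 7837785) and 7185975 to 11602557 in 3x *nrpd1* (median 7396991). Supplemental Table S1 gives 20198298 to 40897248 mapped reads for the same libraries, 2.9 to 3.01 times as many, and the RPKM values use the smaller numbers. At these depths, 3 reads on a gene of 1000 bp were worth 0.221 to 0.438 RPKM, and RPKM below that value has no order. Because a count test needs counts, each pair of groups was compared here with limma on log2(RPKM + 0.5), after the 6 libraries had been brought to one scale by the median of their gene-wise ratios. Genes with at least 1 RPKM in at least 3 of the 6 libraries were tested, and a gene was called at a log2 fold change above 1 or below -1 and a Benjamini-Hochberg adjusted p under 0.05, the thresholds of the study. A fold change on the log2(RPKM + 0.5) scale understates the change of genes with low RPKM. The scale of the libraries sets the balance of up- and down-regulated genes. In 3x wt versus 2x wt the median log2 fold change of all genes was -0.01 on the median-ratio scale, -0.16 with RPKM as deposited and -0.11 after quantile normalization.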

Based on tissue-specific transcript analysis (Schon and Nodine, 2017), the samples mainly contained embryo transcripts with negligible endosperm contamination (Supplemental Figure S2). 

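The study's own tissue enrichment test was not repeated. RPKM as deposited were instead summed in each library over 22 genes with endosperm expression, 11 with seed coat expression and 16 with embryo expression. The endosperm genes summed to 69.9 ± 6.96 RPKM (SD, n = 3) in 2x wt and 98.5 ± 2.79 RPKM in 3x wt, which is 0.00972% and 0.0133% of all RPKM. The seed coat genes summed to 153 ± 6.85 RPKM in 2x wt and 299 ± 31.4 RPKM in 3x wt, or 0.0213% and 0.0402% of all RPKM. The embryo genes summed to 630 ± 20.7 RPKM in 2x wt and 515 ± 42.1 RPKM in 3x wt. For each list the 3x wt libraries all lay on one side of the 2x wt libraries (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The ratio of 3x wt to 2x wt depended on the scale of the libraries, at 1.41 for the endosperm genes with RPKM as deposited and 1.59 after rescaling by the median ratio, and at 1.11 for the mean of log2(RPKM + 0.5) over the list, where each gene weighs the same. *SUC5* (AT1G71890) alone rose from 57.1 ± 6.84 to 86.6 ± 4.44 RPKM, while the other 21 endosperm genes together stood at 12.9 ± 0.85 RPKM in 2x wt and 11.9 ± 2.51 RPKM in 3x wt. Of the 22 endosperm genes, 18 were under 1 RPKM in 2x wt and 19 in 3x wt. Among the seed coat genes, *SBT1.7* rose from 141 ± 5.19 to 280 ± 35.1 RPKM, and the other 10 genes together from 12.4 ± 2.31 to 19.4 ± 4.37 RPKM. Of these, *BAN* rose from 0.428 to 4.70 RPKM and *TT10* from 0.416 to 6.02 RPKM, while *TTG2* fell from 8.24 to 5.52 RPKM.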

We identified 2,058 up-regulated genes [log2(fold change) > 1, *P* < 0.05] in 3x wt compared to 2x wt embryos, approximately half (53%) of which became down-regulated in 3x *nrpd1* embryos [log2 (fold change) < −1, *P* < 0.05; Figure 1, A and B, Supplemental Data Set 1]. Similarly, out of 2,934 down-regulated genes in 3x wt embryos, a significant number (790, *P* = 0, hypergeometric test) became up-regulated in 3x *nrpd1* embryos (Figure 1, C and D). These data indicate that restored endosperm cellularization restores normal embryo development. 

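In 3x wt versus 2x wt embryos, 17965 genes were tested and 1988 were up-regulated and 872 down-regulated (limma on log2(RPKM + 0.5), Benjamini-Hochberg adjusted p), so that 69.5% of the DEGs were up-regulated. With RPKM as deposited, the split was 1685 up-regulated and 1292 down-regulated genes (56.6% up-regulated), and after quantile normalization 1715 and 1233 (58.2%). The filter moved the number of up-regulated genes most, to 1215 when a mean of at least 5 RPKM was required. An unadjusted p under 0.05 was reached by 57.5% of the genes, and 62.8% had no overlap between the RPKM as deposited of the 3x wt and the 2x wt libraries, against 10% by chance. Of all genes tested, 23.2% were higher in every 3x wt library and 39.6% lower. On the median-ratio scale used for the DEGs these shares were 30.8% and 30.0%, so the balance depends on the scale of the libraries. The 2 largest fitted log2 fold changes were in genes of seed storage proteins, *CRC* and *SESA4*. *CRC* (AT4G28520, a cruciferin gene on chromosome 4 of TAIR10.1 from 14087556 to 14089796) rose from 5.23 ± 2.44 RPKM (SD, n = 3) in 2x wt to 3428 ± 1172 RPKM in 3x wt, a log2 fold change of 9.43 (SE 0.35, limma adjusted p = 2.5e-07), and fell to 44.8 ± 20.5 RPKM in 3x *nrpd1*. *SESA4* (AT4G27170, a seed storage albumin gene on chromosome 4 from 13613596 to 13614283, next to paralogs with which the counting could have shared reads) had a log2 fold change of 9.11 (SE 0.26, limma adjusted p = 7.2e-08) and *CRB* (AT1G03880, a cruciferin gene on chromosome 1 from 985751 to 988146) one of 8.45 (SE 0.30, limma adjusted p = 2.0e-07). AT1G47395, whose product the annotation used here leaves uncharacterized, lies on chromosome 1 from 17382998 to 17383830. It was listed at 121, 173 and 232 RPKM in the 3x wt libraries and at 0 in the libraries of the other groups. Of the 1980 up-regulated genes with a known length, 165 (8.33%) had at most 3 reads in every 2x wt library, so that their fitted changes depend on the pseudocount. Of 17913 genes tested in 3x *nrpd1* versus 3x wt embryos, 1165 were down-regulated and 570 up-regulated. Of the 1988 genes up-regulated in 3x wt, 1002 (50.4%) were down-regulated in 3x *nrpd1*, where 131 were expected by chance among the 17668 genes tested in both comparisons (one-sided hypergeometric test, log10 of p -875). Both comparisons use the 3x wt libraries and share their chance values. In 100 simulations in which 3x *nrpd1* did not differ from 3x wt, the median overlap was 0 genes, and in 100 simulations in which the changes of 3x *nrpd1* were shuffled among genes the median was 263 and the highest 299. The overlap was 562 genes without 3x wt replicate 1, 269 without 3x wt replicate 2 and 278 without 3x wt replicate 3.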

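Of the 872 genes down-regulated in 3x wt versus 2x wt, 351 (40.3%) were among the 570 genes up-regulated in 3x *nrpd1* versus 3x wt, where 23.2 were expected by chance (one-sided hypergeometric test on the genes tested in both comparisons, log10 of p -373). With the changes of 3x *nrpd1* shuffled among genes, the median overlap of 100 simulations was 71 genes and the highest 86. The overlap was 508 genes after quantile normalization and 218 genes when a mean of at least 5 RPKM was required. Down-regulated genes changed less than up-regulated ones, with a median log2 fold change of -1.25 against 1.69. AT5G14840, on chromosome 5 of TAIR10.1 from 4798329 to 4800738, where the annotation places another gene inside it, fell from 36.2 ± 2.91 RPKM (SD, n = 3) in 2x wt to 2.45 ± 0.45 RPKM in 3x wt, a log2 fold change of -3.49 (SE 0.14, limma adjusted p = 4.6e-07), and stood at 14.2 ± 5.13 RPKM in 3x *nrpd1*. AT4G03292, a ribonuclease H-like gene on chromosome 4 from 1444469 to 1445220, had 71 to 104 reads in the 2x wt libraries and at most 3 in the 3x wt libraries and was at least 17.3-fold lower in 3x wt.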

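The return towards the 2x level was not limited to genes past the thresholds. Of the 1985 genes up-regulated in 3x wt versus 2x wt and tested in both comparisons, 93.8% were lower in 3x *nrpd1* than in 3x wt, with a median log2 fold change of -1.17. Of the 872 down-regulated genes 777 were tested in both, and 99.2% of these were higher, with a median of 1.06. A gene below 1 RPKM in every 3x wt library passes the filter only if it reaches 1 RPKM in every 3x *nrpd1* library. The filter therefore favours down-regulated genes that returned. The shared 3x wt libraries push these shares up by chance. With no difference between 3x *nrpd1* and 3x wt, 100 simulations with chance values independent between genes gave median shares of 57.7% (highest 59.8%) and 63.8% (highest 67.8%). Of the 1988 genes up-regulated in 3x wt, 1518 were tested in 3x *nrpd1* versus 2x *nrpd1* embryos. Their median log2 fold change there was 0.50, and 135 of them were called in the same direction. Genes that were low in both *nrpd1* groups did not pass the filter, so this median does not cover them. Of the 872 genes down-regulated in 3x wt, 860 were tested in 3x *nrpd1* versus 2x *nrpd1*, with a median of -0.17 and 1 gene called in the same direction. From the overlaps of the genes that changed in 3x wt embryos with those that changed the opposite way in 3x *nrpd1* embryos, whose endosperm is mostly cellularized, the paper concludes that embryo development returns to normal with endosperm cellularization.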

Consistently, in contrast to a large number of differentially expressed genes (DEGs) between 3x and 2x wt embryos, there were only 382 DEGs between 3x and 2x *nrpd1* embryos. 

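In 3x *nrpd1* versus 2x *nrpd1* embryos, 162 of 17585 genes were called, 159 up-regulated and 3 down-regulated (limma on log2(RPKM + 0.5), Benjamini-Hochberg adjusted p), against 2860 in 3x wt versus 2x wt. At an unadjusted p under 0.05, the numbers of genes were 1910 and 10327. The 3x *nrpd1* libraries were more variable than the others, with a median standard error of 0.233 for the log2 fold changes of 3x *nrpd1* versus 2x *nrpd1* against 0.138 for those of 3x wt versus 2x wt. The number of DEGs in 3x *nrpd1* versus 2x *nrpd1* was 383 when all 12 libraries were fitted together and 216 without 3x *nrpd1* replicate 3, whose values followed gene length, and it fell to 14 without 3x *nrpd1* replicate 1 or replicate 2. The difference between the 2 changes was also tested directly. In a limma fit of all 12 libraries, the 3x versus 2x change differed between wt and *nrpd1* pollen donors by a log2 fold change above 1 or below -1 at an adjusted p under 0.05 in 1503 of 18561 genes, of which 988 had the higher value in wt and 515 the lower. After quantile normalization these were 934 and 742 genes. Of the 1988 genes up-regulated in 3x wt, 899 (45.2%) had a change that exceeded that in *nrpd1*, and of the 872 down-regulated genes 389 (44.6%) fell by more than in *nrpd1*. Across the 17281 genes tested in both comparisons, which share no library, the log2 fold changes of 3x *nrpd1* versus 2x *nrpd1* rose with those of 3x wt versus 2x wt (Pearson's r = 0.490, Spearman's rho = 0.354 across genes, which are not independent replicates, slope 0.276). Of the 145 genes called in 3x *nrpd1* versus 2x *nrpd1* and tested in both, 143 had changed in the same direction in 3x wt and 136 were called there as well. The largest increase was in AT1G21395, on chromosome 1 of TAIR10.1 from 7491965 to 7492351, whose product the annotation leaves uncharacterized. It rose from 0 to 6 reads in the 2x *nrpd1* libraries to 55 to 148 reads in the 3x *nrpd1* libraries (log2 fold change 5.12, SE 0.59, limma adjusted p = 0.012). Without 1 of the libraries the limma adjusted p of AT1G21395 rose to as much as 0.0769, without 2x *nrpd1* replicate 3. AT1G48195, on chromosome 1 from 17796258 to 17796784 with its end in an antisense gene, was at least 25.4-fold higher.

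**Figure D1:**
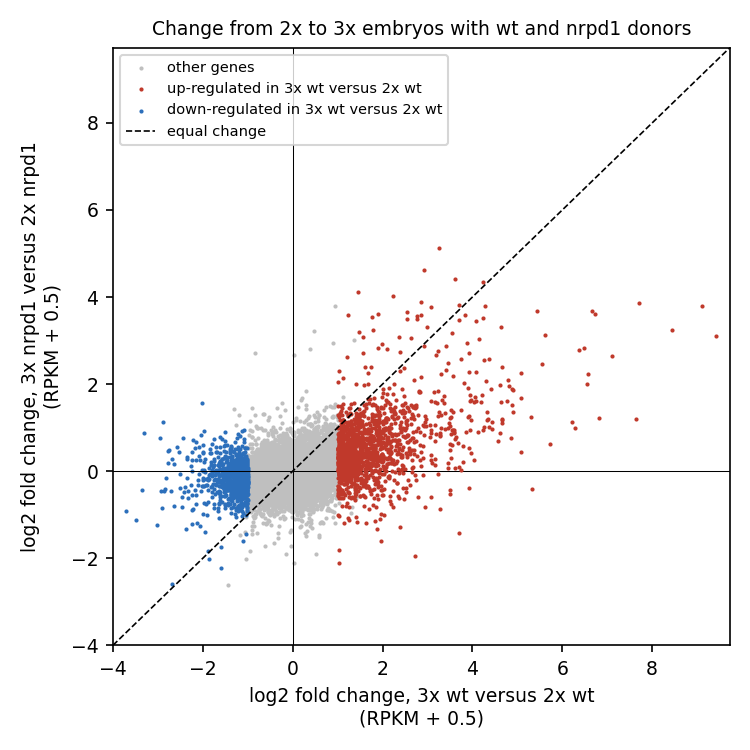
Log2 fold change on the log2(RPKM + 0.5) scale of each gene in 3x wt versus 2x wt embryos (x axis) and in 3x *nrpd1* versus 2x *nrpd1* embryos (y axis). Each of the 17281 points is a gene tested in both comparisons. The points spread more along the x axis (SD 0.816) than along the y axis (SD 0.461).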

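*NRPD1* (AT1G63020, on chromosome 1 of TAIR10.1 from 23354685 to 23362589), the gene that carries the mutation, was transcribed in all 12 libraries. Its RPKM were 2.69, 2.42 and 2.43 in 2x wt, 4.48, 3.37 and 2.82 in the libraries labelled 2x *nrpd1*, 1.46, 2.17 and 1.62 in 3x wt and 3.42, 3.61 and 1.78 in the libraries labelled 3x *nrpd1*. The transcript was not lower with a *nrpd1* pollen donor, with a log2 fold change of 0.43 (SE 0.19, limma adjusted p = 0.868) in 2x *nrpd1* versus 2x wt and 0.58 (SE 0.27, limma adjusted p = 0.180) in 3x *nrpd1* versus 3x wt. RPKM count all transcripts of the gene, the mutant allele's included, so they neither show nor contradict the labels. In 2x *nrpd1* versus 2x wt embryos, none of the 17472 genes tested passed both thresholds (limma on log2(RPKM + 0.5), smallest Benjamini-Hochberg adjusted p = 0.0841), and 984 genes (5.63%) had an unadjusted p under 0.05. Without 2x *nrpd1* replicate 3, 19 genes were called. With all 12 libraries in one fit, or without the filter on low RPKM, AT5G35935 was called.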

We identified only 9 DEGs in 2x *nrpd1* compared to 2x wt embryos, revealing that the mutation of *NRPD1* had only minor effects on 2x embryo development (Supplemental Table S2).

**Figure 1:**
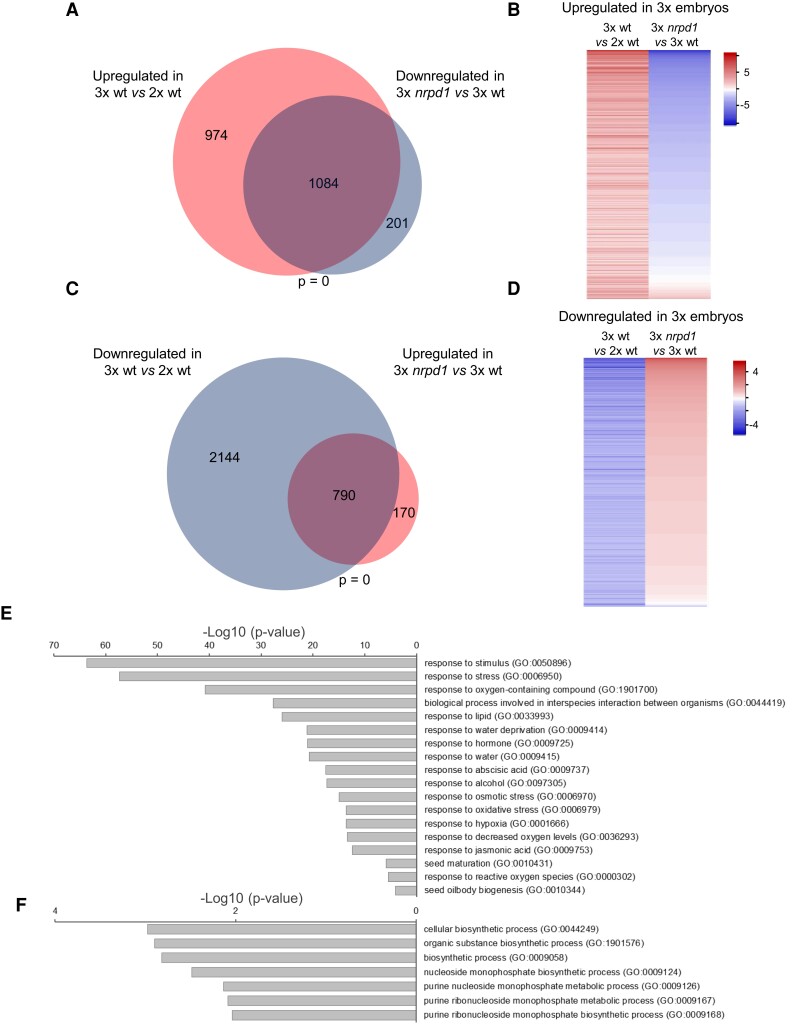
Failure of endosperm cellularization induces stress-response genes in 3x embryos. A, C, Venn diagrams show the overlap of genes that are significantly up-regulated in 3x wt embryos versus 2x wt embryos and down-regulated in 3x *nrpd1* embryos versus 3x wt embryos (A) vice versa for the overlap of genes that are significantly down-regulated 3x wt embryos versus 2x wt embryos and up-regulated in 3x *nrpd1* embryos versus 3x wt embryos (C). Significance of the overlap was calculated using a hypergeometric test. B, D, Heat map of log2 fold expression changes of genes that were either twofold up-regulated (B) or down-regulated (D) in 3x wt embryos versus 2x wt embryos and their corresponding expression in 3x *nrpd1* embryos versus 3x wt embryos. E, Significantly enriched GO terms for overlapping genes shown in (A; 1,084 genes, adjusted *P*-value <0.0001). F, Significantly enriched GO terms for overlapping genes shown in (C; 790 genes, adjusted *P*-value <0.01). GO enrichment was analyzed on http://geneontology.org. The complete list of GO terms is provided in the Supplemental Data.

Gene ontology (GO) enrichment analysis of up-regulated genes in 3x wt versus 2x wt revealed that these genes were strongly enriched for GO terms related to ABA metabolism and responses, as well as responses to oxidative and osmotic stress, seed maturation, and dormancy (Figure 1E). Conversely, down-regulated genes were enriched for GO terms related to cellular biosynthetic processes and purine metabolic processes (Figure 1F). 

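GO terms were not analysed here. The changes were measured instead in 3 lists of genes, and are given on the log2(RPKM + 0.5) scale. All 15 genes of seed storage proteins and oil bodies were up-regulated in 3x wt versus 2x wt, with a median log2 fold change of 6.48, the smallest being 2.08 in the oleosin gene *OLEO3* (camera with an inter-gene correlation of 0.01, p = 2.7e-15). Over the list alone, adjusted p called the same number of 15. Their summed RPKM rose from 2316 ± 200 (SD, n = 3) in 2x wt, 0.322% of all RPKM, to 45828 ± 12085 in 3x wt, 6.15% of all RPKM. Of 18 genes of LEA proteins and dehydration markers, 13 were tested and 10 were up-regulated, both over all genes and adjusted over the list alone, with a median log2 fold change of 2.69 (camera with the same preset correlation, p = 1.6e-08). Their values ran from 0.39 in AT1G20450, an *ERD10* gene, to 7.63 in *PER1* (AT1G48130, a peroxiredoxin gene). The dehydrin gene *ATDI8* (AT5G66400, also called *RAB18*, on chromosome 5 of TAIR10.1 from 26518277 to 26519447) rose from 0.17 ± 0.148 RPKM in 2x wt to 25.9 ± 1.07 RPKM in 3x wt (fitted log2 fold change 5.42, SE 0.20, limma adjusted p = 2.0e-07, with 0 to 4 reads per 2x wt library, so that its size depends on the pseudocount). Of 72 genes of ABA synthesis, breakdown, transport and signaling, 53 were tested, 20 were up-regulated and 3 down-regulated, with the same numbers when adjusted over the list alone, and the median log2 fold change was 0.63 (camera with the preset correlation, p = 4.6e-05). Among the genes outside this list 11.0% were up-regulated. Members of a list vary together. With the inter-gene correlation estimated from the libraries, camera's p was 0.0750 for the storage genes, 0.0873 for the LEA genes and 0.0538 for the ABA genes. Fry, which needs no preset correlation, gave p = 4.0e-05, 1.3e-04 and 1.2e-04. It asks whether a list changed at all, whereas camera compares the list with the other genes. Since 57.5% of all genes had an unadjusted limma p under 0.05, a small fry p does not show a change beyond that of other genes. Of the 15 storage genes 13, and of the 13 LEA genes 9, were down-regulated in 3x *nrpd1* versus 3x wt, with medians of -3.66 and -2.45. With the 1 storage gene at or under 3 reads in 3x *nrpd1* set to its bound, the storage median was -4.06. The 3x versus 2x change of 14 of the 15 storage genes was larger in wt than in *nrpd1* (interaction, limma adjusted p under 0.05). The storage genes were also higher in 3x *nrpd1* than in 2x *nrpd1*, with a median log2 fold change of 2.00, 6 of 13 genes called, and all 13 called when adjusted over the list alone.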

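The GO terms of Fig. 1F were not analysed here, and the change was measured in 2 families named by the annotation. Of 313 genes whose product is a ribosomal protein, 297 were tested and 254 were lower in 3x wt than in 2x wt, with a median log2 fold change of -0.33. Relative to the median of all genes, this was -0.325 on the median-ratio scale, -0.334 with RPKM as deposited and -0.346 after quantile normalization. The decrease was small for most genes, and 16 of the 297 were called down-regulated and 9 up-regulated. The camera test gave p = 2.3e-13 with an inter-gene correlation of 0.01 and p = 0.258 with the correlation estimated from the libraries, and fry gave p = 0.0055. Of the 297 genes, 271 were higher in 3x *nrpd1* than in 3x wt, with a median of 0.52. Relative to all genes the median was 0.531, and 0.298 after quantile normalization. Camera gave p = 3.7e-12 with the preset correlation and p = 0.405 with the estimated correlation, and fry, which presets no correlation, gave p = 0.191. In 3x *nrpd1* replicate 3, the log2 deviation from the other replicates of its group fell with exon length. Its median was 0.894 in the genes with the shortest exons and -0.94 in those with the longest. Part of the increase of the ribosomal protein genes could come from this trend, and the medians given here do not tell how much. Of 34 genes of purine synthesis, 20 were tested. Their median log2 fold change in 3x wt versus 2x wt was -0.36, with 11 genes lower and 9 higher, 3 called down-regulated and 4 up-regulated, and camera gave p = 0.212 with the preset correlation and p = 0.486 with the estimated one. Fry, which presets no correlation, gave p = 0.0219, and p = 1.7e-05 for changes in either direction. In 3x *nrpd1* versus 3x wt, 13 were higher and 7 lower, with a median of 0.28 (camera p = 0.0926 with the preset correlation, fry p = 0.0063).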

Supplemental Data Set 2 provides a full list of GO terms. Based on these data, we hypothesized that endosperm cellularization failure causes a stress response, resulting in growth arrest of the embryo.

### Endosperm cellularization failure induces an embryo-specific seed maturation response

To test the hypothesis that endosperm cellularization failure initiates a stress response, we compared the identified DEGs in 3x embryos with previously published transcriptome data of seedlings under dehydration-stress conditions (Sato et al., 2018). The results revealed that up-regulated and down-regulated genes in 3x embryos and seedlings during dehydration stress had significant overlaps (Figure 2, A and B). We compared the frequency of hexamer sequences within the 1 kb upstream sequences of the top 100 up-regulated genes in 3x embryos with their normalized frequencies in the promoters of genes in the entire Arabidopsis genome. We found that RY motif (CATGCATG)-related sequences were highly enriched in the upstream regions of up-regulated genes (Figure 2C), in contrast to the reported enrichment of ABA-responsive elements (ABREs) [(C/T)ACGTGGC] among up-regulated genes in seedlings during dehydration stress (Maruyama et al., 2012). 

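Promoters were taken as the 1000 bp upstream of the annotated gene start in TAIR10.1, and each hexamer was counted on both strands in the promoters of the 100 genes with the largest log2 fold change among those up-regulated in 3x wt versus 2x wt and in the promoters of all 33056 annotated genes. Hexamers were merged with their reverse complements, which left 2080. CATGCA, the core of the RY motif, occurred 1.25 times per promoter in the 100 genes and 0.481 times in all promoters, a Z score of 8.93, the highest of the 2080 hexamers (one-sided permutation test, p = 1e-05, the smallest that the 100000 draws can give, and 0.0035 after Benjamini-Hochberg adjustment over the hexamers). The second was ACGTGT, which belongs to ABRE-related sequences, with 0.91 and 0.359 occurrences per promoter and a Z score of 7.75 (permutation p = 1e-05, adjusted 0.0035). In all, 15 hexamers had an adjusted permutation p under 0.05. The order of these 2 depended on the choice of genes and promoters. ACGTGT ranked above CATGCA with promoters of 500 bp, with the top 200 genes and by the share of promoters that hold the hexamer, and for the 1927 promoters of all up-regulated genes ACGTGT had the highest Z score, 16.6, and CATGCA ranked 17 with a Z score of 6.87. The adjusted permutation p of CATGCA stayed between 2.7e-04 and 0.0234 under all 9 alternatives tried, which also included another pseudocount, RPKM as deposited, counts on the gene strand only and the tested genes as background.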

We confirmed that ABREs, but not RY motifs, were enriched using the dehydration-stress-responsive transcriptome data (Figure 2D). These data suggest that osmotic stress responses in 3x embryos are regulated by different factors from those in seedlings.

**Figure 2:**
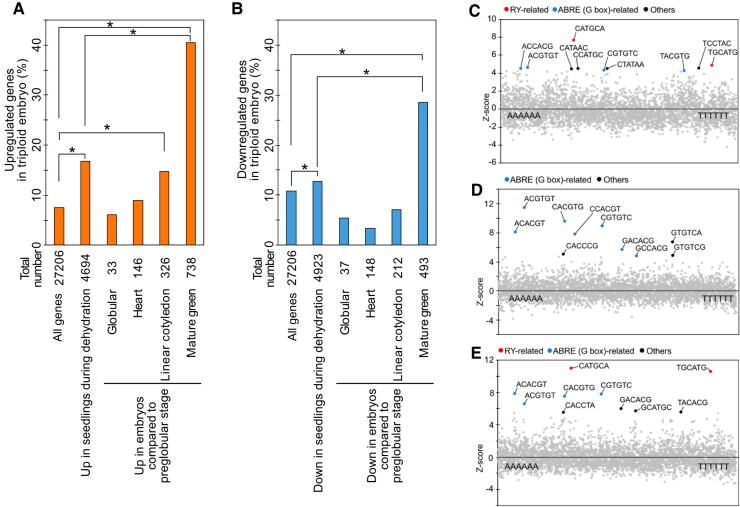
RY motifs and ABRE-related elements are enriched among 1 kb-promoter regions of up-regulated genes in 3x embryos. A, B, Plots show the percentage of up- and down-regulated genes in 3x embryos versus 2x embryos. Seed maturation-inducible genes in developing embryos were compared with dehydration-inducible genes in seedlings. Asterisks indicate significant differences (*P* < 0.0005, pairwise Fisher's exact test). C–E, Overrepresentation analysis of hexamer motifs in the 1-kb promoter regions of the top 100 up-regulated genes in 3x embryos versus 2x embryos compared to those of all Arabidopsis genes (C), in the 1-kb promoters of the top 100 up-regulated genes in seedlings during dehydration stress versus control conditions compared to those of all Arabidopsis genes (D) and in the 1-kb promoters of the top 100 up-regulated genes in green mature embryos versus preglobular embryos compared to those of all *Arabidopsis* genes (E). *Z* scores (*y* axis) for the observed frequencies of all hexamer motifs (*x* axis) are presented in the scatter plot. The top 10 enriched motifs among each set of genes are highlighted.

Seed maturation provides desiccation tolerance to mature seeds, and transcriptome changes during seed maturation were reported to be similar to those during drought stress responses in seedlings (Nakashima et al., 2014; Chauffour et al., 2019). In particular, B3-type transcription factors such as ABI3 (ABA INSENSITIVE 3) and FUS3 (FUSCA3), which target RY motifs, play critical roles in the process of seed maturation (Vicente-Carbajosa and Carbonero, 2005; Wang and Perry, 2013; Tian et al., 2020). Comparing the DEGs in 3x embryos with both dehydration-stress-responsive genes in seedlings (Sato et al., 2018) and inducible genes during seed maturation in embryos (Belmonte et al., 2013), we found that the DEGs in 3x embryos were more highly associated with seed maturation than dehydration-stress responses in seedlings (Figure 2, A and B). Additionally, consistent with previous studies, we confirmed that RY motifs were most highly enriched among inducible genes during seed maturation in embryos (Figure 2E), and the enriched hexamers among the promoters of up-regulated genes in 3x embryos had higher similarity to those among inducible genes during seed maturation (Figure 2C). These data suggest that the triploid block induces an embryo-specific seed maturation response that resembles a dehydration response, which is mainly regulated by B3-type transcription factors.

To further test the similarity of dehydration-specific gene expression with the transcriptome changes in 3x embryos, we divided the DEGs during dehydration stress (Sato et al., 2014) and seed maturation (Belmonte et al., 2013) into three groups: (1) dehydration-stress-specific genes, (2) seed maturation-specific genes, and (3) common genes between dehydration and seed maturation (Supplemental Figure S3, A and B). Every group significantly overlapped with the DEGs in 3x wt embryos relative to 2x wt embryos (Supplemental Figure S3, C and D), revealing that the seed maturation response mounted in 3x wt embryos shares similarities with dehydration-stress responses. This finding is consistent with the fact that seed maturation induces cellular dehydration (Finkelstein et al., 2002).

### ABA levels and response are enhanced in triploid embryos

ABA is the major phytohormone involved in osmotic stress responses (Nakashima et al., 2014; Yoshida et al., 2014). We analyzed the overlapping DEGs in 3x wt versus 2x wt and 3x wt versus 3x *nrpd1* using the Kyoto Encyclopaedia of Genes and Genomes (KEGG) mapper (Kanehisa and Goto, 2000) for plant hormone signal transduction pathways. Many input DEGs mapped to key regulators of the ABA signal transduction pathway (Supplemental Figure S4A) but not to other hormone transduction pathways. We also identified DEGs that mapped to major nodes of ABA biosynthesis and catabolism (Supplemental Figure S4B), revealing that the ABA biosynthesis and signaling pathway is misregulated in 3x embryos. To identify which genes were specifically affected, we investigated the expression of genes that were previously linked to ABA synthesis, degradation, and signal transduction (Nambara and Marion-Poll, 2005; Finkelstein, 2013). 

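The study's 157 genes were not used here, since the text does not list them. A list of 72 genes of ABA synthesis, hydroxylation, conjugation, transport and signaling was tested in their place, 52 of which passed the filter in both comparisons. Of these, 10 (19.2%, or 13.9% of the 72) were up-regulated in 3x wt versus 2x wt and down-regulated in 3x *nrpd1* versus 3x wt, against 5.63% of the 17616 other genes (two-sided Fisher's exact test, p = 5.9e-04), and 2 were called the opposite way in both. In 3x *nrpd1* versus 3x wt, 15 genes of the list were down-regulated and 2 up-regulated over all genes (limma adjusted p), and 16 and 3 when adjusted over the list alone. The number of genes called in both comparisons was 9 to 11 under other pseudocounts, scales and models and without the filter on low RPKM. It was 3 (Fisher's exact p = 0.235) when a mean of at least 5 RPKM was required, 4 (Fisher's exact p = 0.0610) without 3x wt replicate 1, and 3 without 3x wt replicate 2 or 3x wt replicate 3. Of the genes drawn in Fig. 3A, 34 could be assigned to 1 locus by the reference annotation and 29 passed the filter in both comparisons, and 16 of them were called in both (two-sided Fisher's exact test, p = 3.4e-13). The study chose these genes on the same libraries, so the latter count is not independent evidence. *SDR1*, *SDR2*, *AIT2* and *AIT4* of Fig. 3A were left out because the annotation gives their symbols to 2 loci or to none.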

Out of 157 genes, 31 (19.7%) were up-regulated in 3x versus 2x wt and down-regulated in 3x *nrpd1* versus 3x wt embryos (Figure 3A), which is significantly more than expected by chance (7.9e − 13, hypergeometric test).

**Figure 3:**
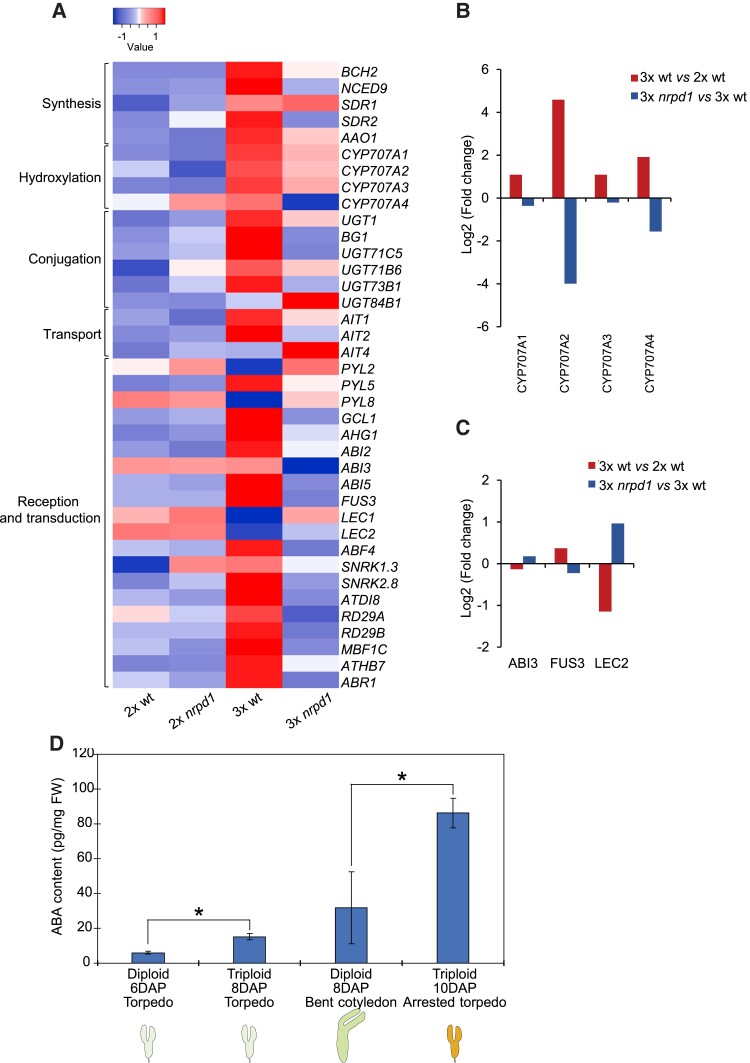
ABA metabolism and signaling are highly activated in 3x embryos. A, Heat map showing the expression profiles of ABA-related genes in 2x and 3x embryos surrounded by cellularized (2x wt, 2x *nrpd1*, 3x *nrpd1*) and uncellularized endosperm (3x wt). Each row represents a gene, and each column represents a sample type. The gene expression levels are represented as log_10_TPM (transcript per million reads); low values (−1 to 0) and high values (0 to 1) are shown. B, C, Bar graphs of log2 fold expression changes in 3x wt embryos versus 2x wt embryos (upward bars) and 3x *nrpd1* embryos versus 3x wt embryos (downward bars) of genes for ABA hydroxylation (B) and B3 type transcription factors that induce seed maturation (C). D, ABA levels are elevated in triploid seeds. Total ABA levels were measured by GC-MS from seeds derived from 2x wt and 3x wt at the torpedo or later stage. An average of four biological replicates (derived from independent crosses of distinct plants) and two technical repeats is shown. Error bars correspond to standard deviation. FW and DAP indicate fresh weight and days after pollination, respectively. Typical developmental stages in each seed are shown below the bars. Asterisks indicate significant differences. *, *P* < 0.01 (Student's *t* test).

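*NCED9* (AT1G78390), which encodes a nine-cis-epoxycarotenoid dioxygenase of ABA synthesis, lies on chromosome 1 of TAIR10.1 from 29490705 to 29492875. It stood at 0.956 ± 0.527 RPKM (SD, n = 3) in 2x wt, 1.19 ± 0.50 RPKM in 2x *nrpd1*, 14.9 ± 5.37 RPKM in 3x wt and 1.56 ± 1.08 RPKM in 3x *nrpd1*, from 12 to 41 reads per library in 2x wt and 152 to 382 in 3x wt. The log2 fold change was 3.53 (SE 0.34, limma adjusted p = 4.5e-05) in 3x wt versus 2x wt and -2.94 (SE 0.40, limma adjusted p = 0.0035) in 3x *nrpd1* versus 3x wt. The 3x versus 2x change was larger in wt than in *nrpd1* by 3.24 on the log2 scale (interaction, limma adjusted p = 0.0036).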

Interestingly, the misregulated genes included the ABA biosynthesis gene *NCED9* (Figure 3A), which was previously shown to regulate ABA accumulation during seed maturation (Lefebvre et al., 2006). We also found that the SNRK1 kinase-encoding gene *SNRK1.3* was up-regulated in 3x wt embryos (Figure 3A). 

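*SNRK1.3* (AT5G39440, on chromosome 5 of TAIR10.1 from 15781907 to 15784699) was close to the limit of detection. It had 1 to 6 reads in the 3x wt libraries, at most 1 read in a 2x *nrpd1* library and was listed at 0 in the 2x wt and 3x *nrpd1* libraries. Its RPKM of 0.279 ± 0.214 (SD, n = 3) in 3x wt was below the filter, so no test was made. Reads this few leave open whether the level differs between 3x wt and the other groups, although 2x wt, listed at 0, was sequenced more deeply.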

SNRK1 kinases activate the transcription factor FUS3 via phosphorylation (Tsai and Gazzarrini, 2012), which is required for normal seed development (Chan et al., 2017). These data are in agreement with the enriched FUS3 targeted RY motifs in the upstream regions of up-regulated genes in 3x embryos (Figure 2C). Additionally, we found that the expression level of *FUS3* itself was also slightly but significantly up-regulated in 3x versus 2x wt embryos (Figure 3C), which is consistent with the induction of *SNRK1.3* and overrepresentation of genes with RY motifs (Figure 2C). 

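*FUS3* (AT3G26790, on chromosome 3 of TAIR10.1 from 9853828 to 9856212) had 45.5 ± 9.04 RPKM (SD, n = 3) in 2x wt, 47.1 ± 2.79 RPKM in 2x *nrpd1*, 69.8 ± 6.80 RPKM in 3x wt and 47.1 ± 16.7 RPKM in 3x *nrpd1*. Its log2 fold change of 0.79 (SE 0.14, limma adjusted p = 0.0012) in 3x wt versus 2x wt lay below the threshold of 1 for a call, and the decrease in 3x *nrpd1* versus 3x wt, with a log2 fold change of -0.61 (SE 0.21, limma adjusted p = 0.0918), passed neither threshold. With all 12 libraries in one fit this decrease had a limma adjusted p of 0.0229 (log2 fold change -0.63). The related B3 gene *ABI3* (AT3G24650, on chromosome 3 from 8997370 to 9001185) changed little, from 153 ± 3.80 RPKM in 2x wt to 162 ± 18.8 RPKM in 3x wt (log2 fold change 0.24, SE 0.08, limma adjusted p = 0.0367). Its value of 128 ± 84.4 RPKM in 3x *nrpd1* was set by 1 library. The log2 fold change of *ABI3* in 3x *nrpd1* versus 3x wt was -0.68 (limma adjusted p = 0.394) with all libraries and 0.02 without 3x *nrpd1* replicate 3, and it lay between -1.05 and 0.02 when 1 library was left out. *LEC2* (AT1G28300, on chromosome 1 from 9896867 to 9899876) went the other way, from 17.2 ± 4.59 RPKM in 2x wt to 7.74 ± 0.86 RPKM in 3x wt, with a log2 fold change of -0.92 (SE 0.17, limma adjusted p = 0.0017) that passed -1 with RPKM as deposited (-1.08).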

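*SNRK2.8* (AT1G78290, on chromosome 1 of TAIR10.1 from 29457205 to 29459493, with its end in an antisense gene) had 11 to 15 reads in the 3x wt libraries, 0 to 8 reads in the 2x wt libraries, 2 to 7 in 2x *nrpd1* and 1 to 5 in 3x *nrpd1*. Its RPKM of 0.881 ± 0.187 (SD, n = 3) in 3x wt and 0.155 ± 0.17 in 2x wt did not pass the filter of 1 RPKM in 3 libraries, and the difference was not tested.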

The up-regulated gene *SNRK2-8* belongs to subclass II of SNRK2 kinases, whose detailed molecular roles in drought stress responses remain unclear (Mizoguchi et al., 2010; Kulik et al., 2011), while subclass III SNRK2s are major regulators of ABA signaling in seedlings (Fujita et al., 2013). 

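The 53 tested genes of the ABA list had a median log2 fold change of 0.63 in 3x wt versus 2x wt, with 41 genes higher and 12 lower, and of -0.60 in 3x *nrpd1* versus 3x wt, with 14 higher and 39 lower. With RPKM as deposited, 36 genes were higher in 3x wt and 17 lower, and 41 lay above the median of all genes. Fry gave p = 6.1e-05 for the change in 3x *nrpd1* versus 3x wt, and camera with an estimated inter-gene correlation p = 0.0084. *ABI5* (AT2G36270, on chromosome 2 of TAIR10.1 from 15204659 to 15207636), a bZIP transcription factor gene, rose from 13.0 ± 3.55 RPKM (SD, n = 3) in 2x wt to 45 ± 11.7 RPKM in 3x wt and was at 10.1 ± 3.75 RPKM in 3x *nrpd1*, with log2 fold changes of 1.91 (SE 0.24, limma adjusted p = 1.9e-04) and -2.12 (SE 0.27, limma adjusted p = 0.0026). 3 ABA receptor genes, *PYL1* (AT5G46790), *PYL2* (AT2G26040) and *PYL8* (AT5G53160), moved in the opposite direction. Their log2 fold changes in 3x wt versus 2x wt were -1.35, -1.26 and -1.71 (limma adjusted p = 1.8e-04, 8.6e-04 and 1.8e-04), and in 3x *nrpd1* versus 3x wt 0.93, 2.01 and 1.57 (limma adjusted p = 0.0998, 0.0039 and 0.0070). Another receptor gene, *PYL5* (AT5G05440), moved with the list, with log2 fold changes of 1.87 (limma adjusted p = 2.7e-04) and -1.025 (limma adjusted p = 0.0747). In 3x *nrpd1* versus 2x *nrpd1*, none of the 46 tested genes of the list was called over all genes, and 2 were called up when adjusted over the list alone. The list's 3x versus 2x change was higher in wt than in *nrpd1* by a median of 0.58 on the log2 scale (interaction, fry without a preset correlation, p = 1.5e-04).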

Overall, these results indicate that ABA pathway activity is elevated in 3x embryos and is suppressed in 3x *nrpd1* embryos. They also suggest that the ABA response activated in 3x embryos differs from known drought stress responses in seedlings.

To directly test whether ABA levels were indeed altered in 3x embryos, we measured ABA levels in 2x and 3x seeds containing torpedo-stage and bent cotyledon-stage embryos using liquid chromatography-mass spectrometry (LC-MS). Consistent with the transcriptome data, 8 DAP 3x wt seeds containing torpedo-stage embryos had nearly three times higher levels of ABA compared to 6 DAP 2x wt seeds containing embryos at the same developmental stage (Figure 3C). Furthermore, 3x seeds with arrested torpedo-stage embryos and uncellularized endosperm had significantly higher ABA levels than 8 DAP 2x seeds containing bent cotyledon-stage embryos. Thus, at similar stages of embryo development, 3x seeds had significantly higher levels of ABA than 2x seeds, which increased even further upon embryo arrest.

To further investigate cell type-specific ABA accumulation in 2x and 3x wt seeds, we measured ABA levels *in planta* using the ABA reporter ABAleon2.1 (Waadt et al., 2014). This reporter allows relative amounts of ABA to be measured by calculating the emission ratios of two fluorescent proteins, mTurquoise and cpVenus173, whereby increased ratios of mTurquoise to cpVenus173 indicate a higher accumulation of ABA. We analyzed ABA levels in three seed compartments: (1) micropylar regions with embryos, (2) central, and (3) chalazal regions (Supplemental Figure S5). The micropylar and central regions had significantly higher levels of ABA in 3x compared to 2x seeds (Supplemental Figure S5), which is consistent with our finding that 3x wt embryos had increased osmotic stress responses (Figure 1).

### Inhibiting ABA catabolism suppresses triploid seed abortion

The transcriptional responses of 3x embryos to osmotic stress and ABA (Figure 1E) together with their increased ABA levels (Figure 3D) raised the possibility that 3x embryos suffer from osmotic stress. In addition to the increased expression of the ABA biosynthesis gene *NCED9* in 3x embryos, we also observed highly increased expression of the ABA hydroxylase-encoding gene *CYP707A2* (Figure 3, A and B). 

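*CYP707A2* (AT2G29090, on chromosome 2 of TAIR10.1 from 12494826 to 12499723) had 1 or 2 reads in each 2x wt library, 37 to 40 in the 3x wt libraries, 1 to 5 in the 3x *nrpd1* libraries and was listed at 0 in the 2x *nrpd1* libraries. Its RPKM was 2.11 ± 0.20 (SD, n = 3) in 3x wt. With 2x wt at or under 3 reads, the increase in 3x wt was at least 15.4-fold. The fitted log2 fold change, which depends on the pseudocount, was 2.29 (SE 0.27, limma adjusted p = 1.3e-04) in 3x wt versus 2x wt and -1.97 (SE 0.31, limma adjusted p = 0.0059) in 3x *nrpd1* versus 3x wt. *CYP707A1* (AT4G19230, on chromosome 4 from 10521259 to 10523961) rose from 16.9 ± 2.66 RPKM in 2x wt to 41.8 ± 1.29 RPKM in 3x wt (log2 fold change 1.46, SE 0.12, limma adjusted p = 1.7e-05). *CYP707A3* (AT5G45340, on chromosome 5 from 18368532 to 18371021) rose from 14.3 ± 6.35 to 36.3 ± 5.20 RPKM (log2 fold change 1.57, SE 0.27, limma adjusted p = 0.0013). Both were lower in 3x *nrpd1* than in 3x wt by less than the threshold, with log2 fold changes of -0.65 (limma adjusted p = 0.0448) for *CYP707A1* and -0.60 (limma adjusted p = 0.0764) for *CYP707A3*. The difference between the 3x versus 2x changes in wt and in *nrpd1* was 1.88 for *CYP707A2* (interaction, limma adjusted p = 0.0073) and did not pass the adjusted threshold for *CYP707A1* (0.66, limma adjusted p = 0.0907) or *CYP707A3* (0.54, limma adjusted p = 0.430). *CYP707A4* had at most 3 reads in each of the 12 libraries and was not tested.

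**Figure D2:**
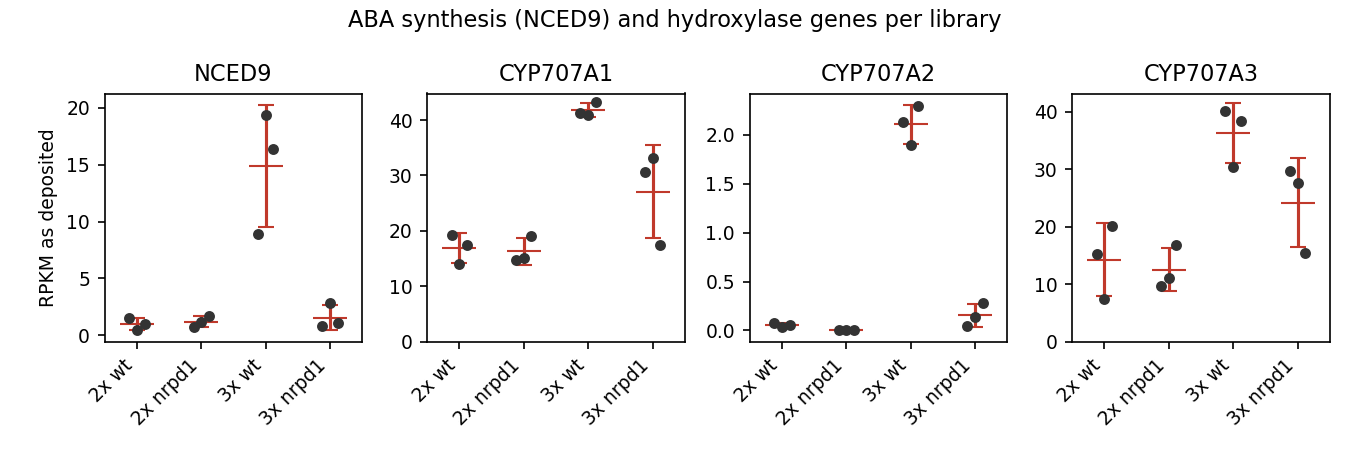
RPKM of *NCED9*, *CYP707A1*, *CYP707A2* and *CYP707A3* in each of the 12 libraries, by group, with the mean and SD of the 3 replicates. For each gene the 3x wt group has the highest mean, and the mean of *CYP707A2* there, 2.11 RPKM, is far below that of *CYP707A1*, 41.8 RPKM.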

CYP707A2 belongs to a family of cytochrome P450 monooxygenases that catabolize ABA by converting it to 8-Hydroxy ABA, which spontaneously isomerizes to phaseic acid and is then further reduced to dihydrophaseic acid (DPA; Krochko et al., 1998). CYP707A2 regulates ABA levels from late seed maturation to germination, and mutants of *CYP707A2* have increased levels of ABA (Kushiro et al., 2004; Okamoto et al., 2006). The activation of ABA pathways was previously shown to increase osmotic stress tolerance and survival in plants (Iuchi et al., 2001; Fujita et al., 2005; Cao et al., 2017). Furthermore, ABA was proposed to promote endosperm cellularization (Cheng et al., 2014), raising the question of whether the depletion of CYP707A2 function would suppress triploid seed arrest.

We generated 4x mutants from *cyp707a2-1* and *cyp707a2-2* knockout alleles by colchicine treatment (Supplemental Figure S6). Seeds generated from crosses of 2x wt with 4x wt pollen donors produced up to 65% collapsed seeds and 35% noncollapsed seeds, 27% of which could germinate (Figure 4, A–C). By contrast, crosses of both alleles of 2x *cyp707a2* with 4x *cyp707a2* pollen donors produced significantly increased numbers of noncollapsed seeds (∼60%) that were largely able to germinate (56% germinating seeds; Figure 4, A, B, D, and E). We tested whether the increased survival of 3x *cyp707a2* seeds was associated with endosperm cellularization. All 16 3x *cyp707a2* seeds analyzed had cellularized endosperm, while only two out of 22 3x wild-type seeds were cellularized (*P* = 6.88e − 09, Fischer's exact test; Figure 4, F–K). Thus, the mutation of *CYP707A2* restored endosperm cellularization and suppressed 3x seed abortion, revealing that suppressing ABA catabolism can promote 3x seed survival.

**Figure 4:**
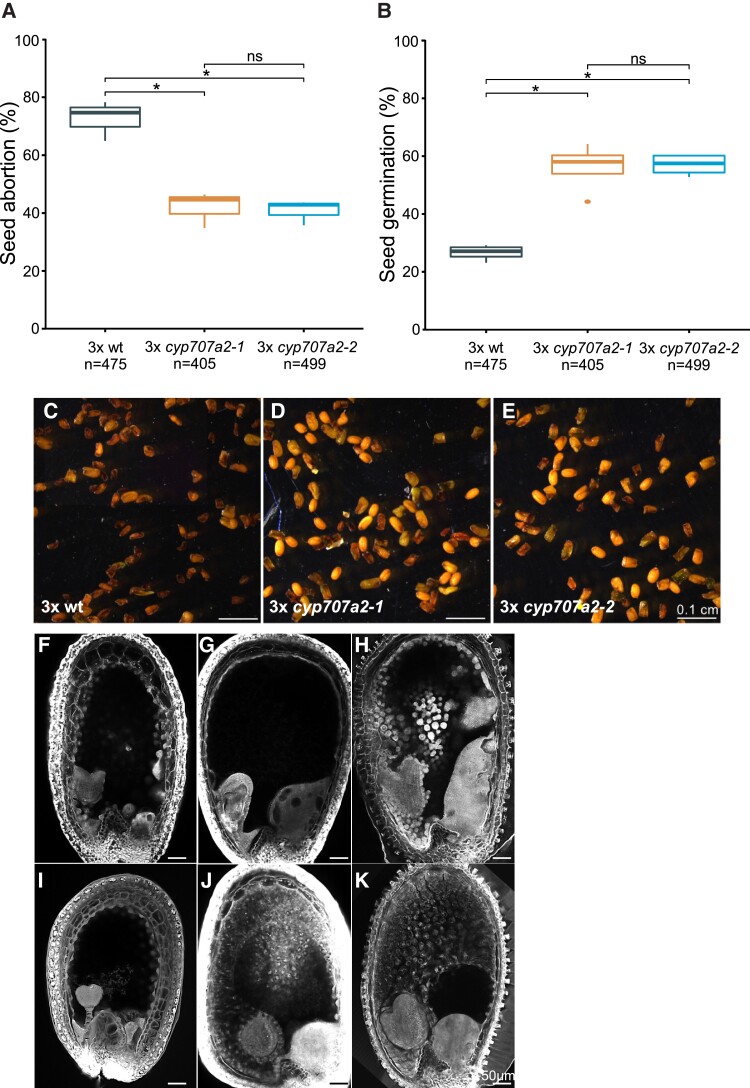
Knockout of *CYP707A2* suppresses triploid seed abortion. A, Phenotypic classification of hybrid seeds 3x wt (2x wt × 4x wt), 3x *cyp707a2-1* (2x *cyp707a2-1* × 4x *cyp707a2-1*), and 3x *cyp707a2-2* (2x *cyp707a2-2* × 4x *cyp707a2-2*) and their corresponding germination frequency (B). Boxes show medians and the interquartile range, and whiskers indicate the full range. Numbers below the plots correspond to the numbers of analyzed seeds. Asterisks indicate significant differences. ns, not significant. *, *P* < 0.01, relative to the control (Tukey's HSD). C–E, Dry seed morphology is shown for 3x wt (C), 3x *cyp707a2-1* (D), and 3x *cyp707a2-2* (E). F–K, Endosperm cellularization as determined by Feulgen staining at 6 DAP for 3x wt seeds (F) and 3x *cyp707a2-1* seeds (I), 8 DAP for 3x wt seeds (G) and 3x *cyp707a2-1* seeds (J), and 9 DAP for 3x wt seeds (H) and 3x *cyp707a2-1* seeds (K). Scale bars correspond to 100 µM (C–E) and 50 µm (F–K).

### Impaired ABA biosynthesis and signaling aggravates the triploid block

Since suppressing ABA catabolism could suppress the triploid block, we addressed whether the loss of ABA biosynthesis and signaling would aggravate this block. To test this hypothesis, we generated 4x *aba3* (*aba deficient 3*) and 4x *abi5* mutants and tested the effects of their mutations on the triploid block (Supplemental Figure S7). Mutants in *ABA3* are deficient for ABA biosynthesis (Léon-Kloosterziel et al., 1996), while the mutation of *ABI5* impairs ABA signaling (Finkelstein and Lynch, 2000).

In support of the idea that ABA can suppress the triploid block, 3x *aba3* and *abi5* seeds aborted at a significantly higher frequency than 3x wt seeds (Figure 5A) and had reduced ability to germinate (Figure 5, B–E). Together, these results reveal a critical role of ABA in 3x embryo survival and suggest that increased ABA levels confer increased desiccation tolerance to 3x embryos, thereby promoting their survival.

**Figure 5:**
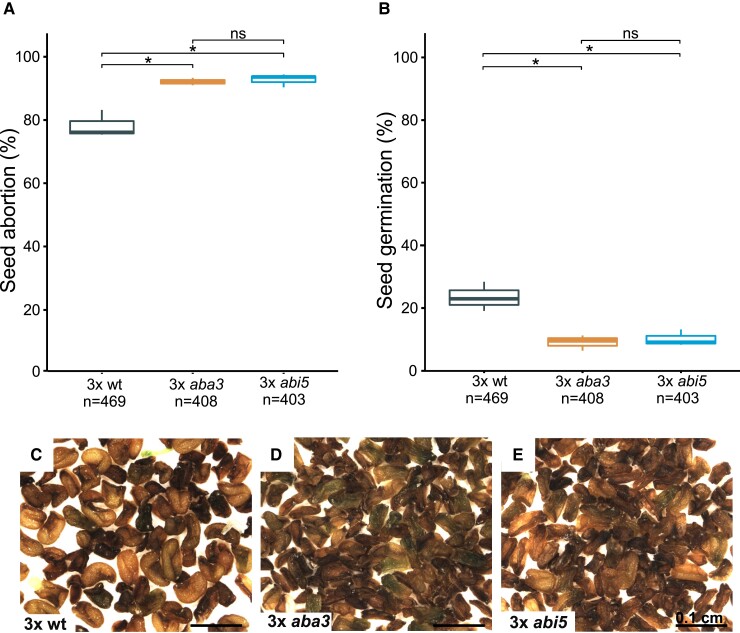
Mutations in ABA biosynthesis and signaling genes aggravate the triploid block. A, B, Phenotypic classification of 3x wt, 3x *aba3,* and 3x *abi5* seeds derived from crosses of 2x wt × 4x wt, 2x *aba3-1* × 4x *aba3-1*, and 2x *abi5-7* × 4x *abi5-7* (A), and their corresponding germination frequencies (B). Boxes show medians and the interquartile range, and error bars show the full range. C–E, Seed morphology is shown for 3x wt (C), 3x *aba3-1* (D), and 3x *abi5-7* (E). Numbers below the plots correspond to the numbers of analyzed seeds. Asterisks indicate mark significant differences. *, *P* < 0.01, relative to the control (Tukey's HSD). ns, not significant. Scale bars correspond to 100 µm (C–E).

### ABA treatment rescues in vitro cultured triploid seeds

Exogenous application of ABA has been shown to increase stress tolerance (Fujita et al., 2005). We therefore tested whether exogenously applied ABA would increase the survival rate of 3x seeds by culturing 3x seeds containing torpedo-stage embryos on medium supplemented with ABA at different concentrations (0 µM, 0.05 µM, 0.25 µM, 0.5 µM, and 1 µM). After 4 days of in vitro culture, surviving seeds could be visually distinguished from aborting seeds, as they were plump and contained a green embryo, whereas aborting seeds were brown and started to shrivel (Figure 6, B–D). Isolated 3x wt seeds had significantly higher survival rates when cultured in vitro on medium containing up to 0.25 µM ABA compared to 3x wt seeds incubated on medium without ABA (Figure 6A), supporting the idea that ABA promotes 3x seed survival in a dose-dependent manner. After 7 days of in vitro culture, viable 3x wt embryos broke the seed coat and germinated on the medium. To determine whether ABA-mediated 3x seed survival was associated with endosperm cellularization, we analyzed endosperm cellularization in 3x seeds incubated on medium with or without ABA. All 15 green seeds incubated on ABA-containing medium had cellularized endosperm, while in the absence of ABA, only 6 out of 22 investigated seeds were cellularized (*P* = 6.07e − 06, Fischer's exact test; Figure 6, E–G); these results are consistent with the lower survival ratio of seeds grown on medium without ABA. These data support our genetic data showing increased viability of 3x seeds upon the alteration of ABA metabolism.

**Figure 6:**
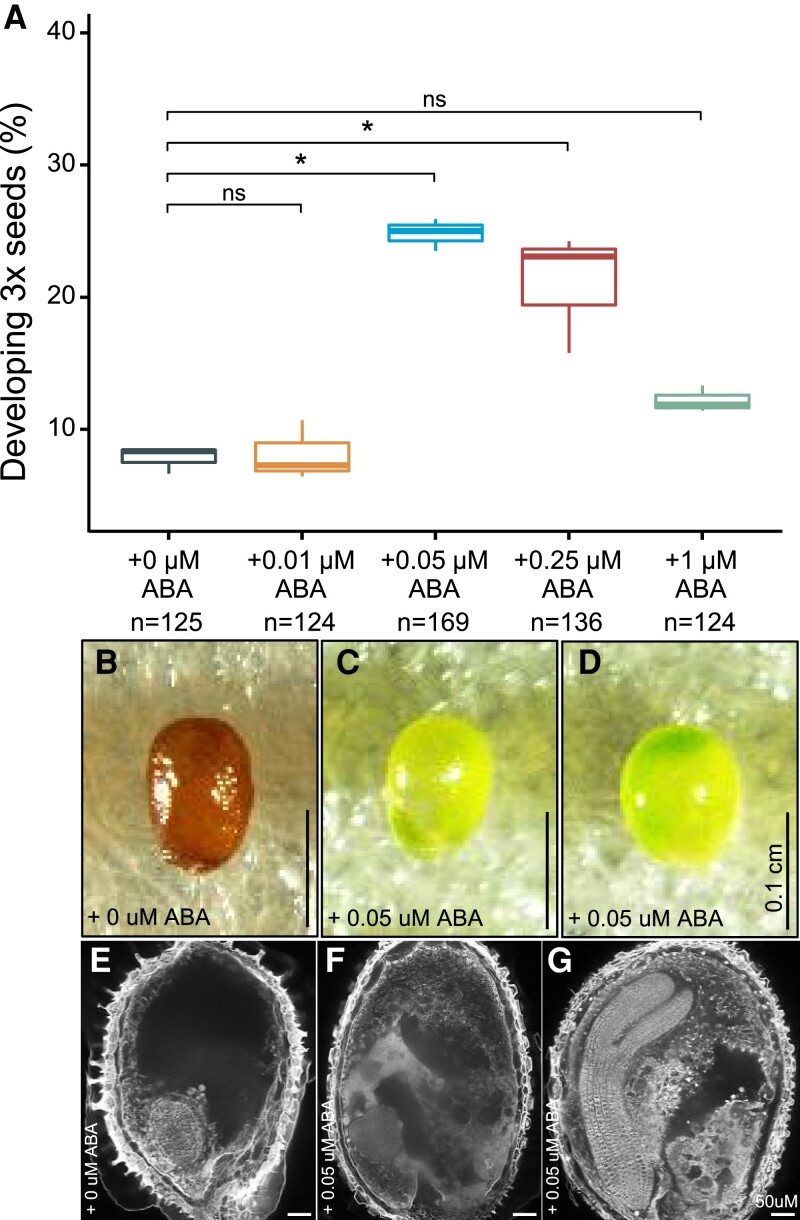
ABA can rescue 3x seeds in an in vitro culture system. A, Percentage of surviving triploid 3x seeds after 4 days of in vitro culture on medium containing 0, 0.05, 0.25, and 1 µM ABA. Boxes show medians and the interquartile range, and whiskers show the full range. B–D, Morphology of 3x seeds grown on 0.05 µM ABA (C, D) for 4 days compared to seeds grown without ABA (B). E–G, Endosperm cellularization (as determined by Feulgen staining) of seeds grown on 0.05 µM ABA (F, G) compared to seeds grown without ABA (E). *, *P* < 0.05 (Tukey's HSD). ns, not significant. Scale bars correspond to 100 µm (B–D) and 50 µm (E–G).

### Paternal-excess triploid seeds are hypersensitive to dehydration

The increased expression of osmotic stress-responsive genes together with the rescue of triploid seeds by increasing ABA levels suggests that 3x embryos are hypersensitive to desiccation stress. To examine whether triploid block-induced osmotic stress causes seed abortion, we analyzed the viability of 3x seeds from plants grown under water limitation or treated with polyethylene glycol (PEG) to simulate dehydration (van der Weele et al., 2000; Osmolovskaya et al., 2018). Arabidopsis plants were grown under normal conditions with sufficient irrigation until flowering. After the plants were emasculated and pollinated, they were subjected to drought and PEG treatments (see Methods for details). Both treatments significantly reduced 3x seed viability, as determined by measuring seed shape and germination (Figure 7, A and B). By contrast, both treatments appeared to have only a minor effect on 2x wt seed viability, but this effect was not significant (Figure 7, A and B). The increased sensitivity of 3x seeds to dehydration stress supports the hypothesis that the triploid block induces osmotic stress to embryos that likely leads to the arrest of their development.

**Figure 7:**
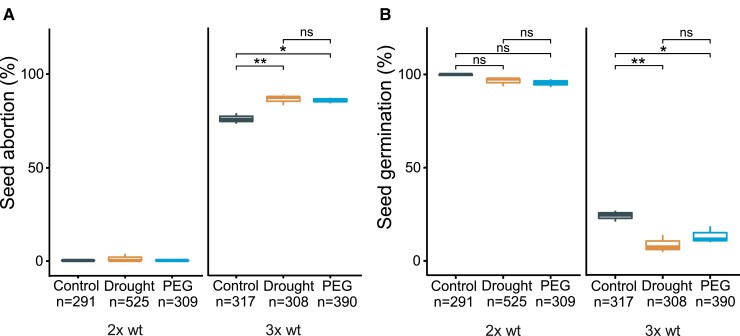
Drought enhances the triploid block. A, Phenotypic classification of 2x wt and 3x wt seeds derived from crosses of 2x wt × 2x wt and 2x wt × 4x wt after drought or PEG treatment compared to normal watering and their corresponding germination (B). Boxes show medians and the interquartile range, and whiskers show the full range. Numbers below the plots correspond to the numbers of analyzed seeds. Asterisks indicate significant differences. ns, not significant; *, *P* < 0.05; **, *P* < 0.01; relative to control (Tukey's HSD).

## Discussion

The majority of flowering plants follow the nuclear type of endosperm development, whereby initial nuclear divisions are not followed by cellularization, leading to the formation of a coenocyte (Baroux et al., 2002). In Arabidopsis, cellularization starts at the beginning of the maturation phase and proceeds in a wave-like pattern until the central cell is filled with endosperm cells (Boisnard-Lorig et al., 2001). Over a wide range of species, the failure of endosperm cellularization is connected to embryo arrest (Ramsey and Schemske, 1998; Lafon-Placette and Kohler, 2016; Köhler et al., 2021) for reasons that have remained unclear. In this study, we showed that arrested Arabidopsis embryos surrounded by an uncellularized endosperm elicit an embryo-specific osmotic stress response that resembles the seed maturation process. Seed maturation allows the seed to enter into a quiescent stage and is characterized by the acquisition of desiccation tolerance (Ali et al., 2022; Kozaki and Aoyanagi, 2022). The transcription factors ABI3 and FUS3 play central roles in regulating seed maturation in *Arabidopsis;* the loss of function of both genes results in the failure to establish desiccation tolerance and dormancy (Vicente-Carbajosa and Carbonero, 2005; Wang and Perry, 2013; Tian et al., 2020).

We found that misregulated genes in 3x embryos were enriched for sequence motifs targeted by both transcription factors, suggesting that the desiccation response was precociously activated by ABI3/FUS3 at a stage when the embryo was not yet developmentally programmed to enter the desiccation phase. This response was associated with increased ABA levels, which is similar to the increase in ABA levels that occurs during seed maturation (Holdsworth et al., 2008). ABA is a key regulator required to establish desiccation tolerance during seed maturation. Mutations in genes involved in ABA biosynthesis, sensing, and signaling impair seed dormancy (Léon-Kloosterziel et al., 1996; Lefebvre et al., 2006; Nakashima et al., 2009). Consistently, we found that mutations in ABA biosynthesis and signaling aggravated the triploid block response.

Similar to 3x embryos, Arabidopsis mutants deficient in FIS-PRC2 (FERTILIZATION-INDEPENDENT SEED-Polycomb Repressive Complex 2) components also fail to undergo endosperm cellularization and arrest their development (Ohad et al., 1996; Chaudhury et al., 1997). Embryos of *fis* mutants were shown to initiate the seed maturation program, although less robustly compared to wild-type embryos (O'Neill et al., 2019). This is consistent with our hypothesis that failed endosperm cellularization does not prevent the initiation of seed maturation, but rather it causes this program to act prematurely, leading to precocious embryo arrest. Moreover, a previous study proposed a role for ABA in promoting endosperm cellularization (Cheng et al., 2014). Consistently, we found that impaired ABA catabolism restored endosperm cellularization and thus promoted embryo survival.

Cool temperatures during early seed maturation lead to ABA retention in the endosperm upon desiccation, likely by affecting ABA catabolism during the early to mid-seed maturation period (Chen et al., 2021). Interestingly, cold treatment during seed development suppressed the abortion of interspecies hybrid seeds of *Arabidopsis thaliana* and *A. arenosa* (Bjerkan et al., 2020), which, similar to interploidy hybrids in Arabidopsis, fail to undergo endosperm cellularization (Lafon-Placette et al., 2017). It thus seems possible that the cold-induced survival of hybrid seeds is a consequence of increased ABA levels, a notion consistent with the observations made in this study.

The reason that embryos prematurely activate a desiccation response remains to be explored. We speculate that the embryo fails to properly seal the cuticle, a cutin-containing structure that builds a barrier against water loss and pathogen attack and hinders the exchange of molecules such as ABA (Moussu et al., 2013; De Giorgi et al., 2021). The cuticle is laid down during the globular stage of Arabidopsis embryo development (Szcuka and Szczuka, 2003) but is restructured during embryo development and germination (De Giorgi et al., 2021). The sealing of the embryonic cuticle requires a molecular dialogue between the embryo and the endosperm, which may require the endosperm to cellularize (Doll et al., 2020; De Giorgi et al., 2021). Nevertheless, monitoring differences in cuticle sealing in the embryo is technically challenging; therefore, testing this hypothesis remains a task of future investigations.

Together, our findings generate important insights into the requirement for endosperm cellularization and the role of ABA in this process. We also showed that endogenous and exogenously applied ABA suppressed the triploid block, opening exciting avenues for hybrid breeding.

## Materials and methods

### Plant material and growth conditions

The *Arabidopsis thaliana* mutants used in this study were described previously: *aba3-1* (Léon-Kloosterziel et al., 1996) and *nrpd1-3* (Onodera et al., 2005). The *cyp707a2-1* and *cyp707a2-2* mutants were kindly provided by Eiji Nambara and described previously (Kushiro et al., 2004). The *abi5-7* mutant (Nambara et al., 2002) was kindly provided by Ruth Finkelstein. The *osd1-1* mutant (d'Erfurth et al., 2009) was kindly provided by Raphael Mercier. As this mutant was originally identified in the Nossen background, the mutant was introgressed into the Columbia (Col-0) background by repeated backcrosses over five generations. Tetraploid Col-0 and *nrpd1-3* plants were generated using colchicine treatment as previously described (Lafon-Placette et al., 2017). Arabidopsis seeds were surface sterilized with chlorine gas (50 mL commercial sodium hypochlorite, 3 mL 25% HCl, producing ∼4% Cl_2_) for 15–30 min and plated on half-strength Murashige and Skoog (MS) medium containing 1% sucrose. After stratification for 3 days at 4°C, the plants were grown in a growth room under a long-day photoperiod (16 h light and 8 h dark, 110 μmol s^−1^ m^−2^, Valoya LED light, BX-series, NS1 spectrum) at 22°C. Eight-day-old seedlings were transferred to soil, and the plants were grown in a growth room at 60% relative humidity and daily cycles of 16 h light at 22°C and 8 h dark at 18°C. For crosses, designated female flower buds were emasculated, and the pistils were hand-pollinated at 2 days after emasculation.

### Transcriptome analysis

Embryos were dissected in 0.3 M sorbitol and 5 mM MES (pH 5.7) on a slide under a dissecting microscope at 6 DAP for diploids and 8 DAP for triploids, which in both cases corresponded to the torpedo stage of embryogenesis. The embryos were washed three times to remove contaminating endosperm. Approximately 150 embryos per sample from 3–6 independent siliques per cross were dissected in three biological replicates (crosses were made using distinct plants), and total RNA was extracted from the samples using a MagJET Plant RNA purification kit (Thermo Fisher Scientific). Messenger RNA was purified using the NEB Next poly(A) mRNA magnetic isolation module. Libraries were prepared using a TruSeq RNA Library Prep Kit v2 (Illumina) and sequenced at the SciLife Laboratory (Uppsala, Sweden) on an Illumina HiSeq2000 platform in paired-end mode.

For each replicate, 125-bp-long reads were quality trimmed using Trimmomatic (Bolger et al., 2014) and mapped to the Arabidopsis (TAIR10) genome masked for rRNA genes in pair-end mode using TopHat2 (parameters adjusted as -g 1 -a 10 -i 40 -I 5000 -F 0 -r 130; Trapnell et al., 2009). Transcript counts were calculated using GFOLD (Feng et al., 2012). Multivariate analysis (Detrended Correspondence Analysis) and Pearson's correlation test between samples were performed in order to assess the replicability and degree of similarity (Supplemental Figure S8). Differential gene expression between conditions across the three replicates was estimated using DESeq2 (Love et al., 2014). DEGs were defined as genes having a |log_2_(fold change)| > 1 with a false discovery rate adjusted *P*-value of < 0.05. The DEGs were then selected to determine enriched GO terms using the GO resource (http://geneontology.org/).

To compare our 125-bp long reads with the dataset in Martinez et al. (2018) consisting of 50-bp single-end reads, we re-analyzed the two datasets together with common customized parameters in order to reduce potential bias due to different read lengths between the two sets. Reads in both datasets were trimmed to a length of 35-bp and mapped in single-end mode to TAIR10 using HISAT2 (Kim et al., 2015) with default parameters. Transcripts per kilobase million (TPM) were estimated using StringTie (Pertea et al., 2015) and used as normalized expression values for comparison purposes.

### ABA measurement by LC-MS

For each replicate, harvested diploid and triploid seeds at the torpedo stage (∼15 mg fresh weight) were extracted using 1 mL of extraction buffer (80% MeOH, 1% Acetic acid, 19% H_2_O) and the internal standard ^2^H_6_-ABA (2 ng of ^2^H_6_-ABA in each sample) and 1 glass bead. Samples were ground in a MixerMill for 3 min at 30 Hz and centrifuged at 14,000 RPM for 10 min. 900 µL of the supernatant was transferred to a glass tube for ABA analysis. The sample was evaporated to approximately 100 µL, and 5 µL 1M HCl was added to the ABA sample. A 4 µL aliquot was injected for ABA analysis using a 6400 Series Triple Quadrupole LC-MS system.

### ABA measurement using ABAleon2.1

The plasmid containing pro*UBQ10:ABAleon2.1* (Waadt et al., 2014) Addgene (#106982) was transformed into diploid wild-type plants using the floral dip method as previously described (Clough and Bent, 1998). The T3 generation of transgenic plants was pollinated with pollen from 2x or 4x wild-type plants, and the resulting 2x and 3x seeds were observed at 6 and 8DAP, respectively, as described previously (Waadt et al., 2014) with minor modifications. Fluorescent signals were detected under a confocal Zeiss LSM780 inverted Axio microscope with a supersensitive GaASp detector with the following settings (in nanometers: excitation [ex] and emission [em]): mTurquoise, ex 458 and em 460–490; cpVenus173, ex 458 and em 510–550 using ZEN black software (Zeiss). The relative fluorescent intensities were measured using Fiji software (Schindelin et al., 2012).

### Feulgen staining

Whole siliques were fixed in ethanol:acetic acid (3:1) overnight. The samples were washed three times in water for 15 min each time, followed by 1-h incubation in freshly prepared 5 N HCl and three washes in water for 15 min each time. Staining was performed for 3 h in Schiff reagent, followed by three washes in cold water and a series of 10-min washes in a series of ethanol dilutions (10%, 30%, 50%, 70%, 90%). The samples were then incubated in 100% ethanol overnight. Embedding of the seeds was performed in a dilution series of ethanol:LR White resin (3:1, 1:1, 1:3) for 1 h each. The samples were then incubated overnight in LR White resin, mounted in LR White plus accelerator, and baked overnight at 60°C for polymerization. The seeds were imaged by two-photon confocal microscopy with excitation at 800 nm and emission >515 nm. The images were treated using Fiji software.

### In vitro seed culture

Triploid Col-0 seeds were collected at 8–9 DAP at the torpedo stage. The medium for in vitro ovule culture contained MS salt mixture (Duchefa M0222), 0.8% (w/v) plant agar, 3% (w/v) sucrose, and 0.05% (w/v) MES-KOH (pH 5.8). Immature siliques from crosses were surface sterilized for 30 s in 70% ethanol, 30 s in sterilizing solution (5% sodium hypochloride + 0.01% (v/v) of Triton X-100), and 30 s in sterile water under a sterile hood. The immature siliques were then placed on in vitro culture medium supplemented with 0, 0.01, 0.05, 0.25, and 1 µM ABA (Sigma-Aldrich) overlaid with filter paper. Each silique was opened with dissecting needles under a dissecting microscope, and all seeds were transferred onto the wet filter paper. The plates were sealed with Millipore tape and incubated under a long-day photoperiod (16 h light and 8 h dark) at 22°C.

### Drought treatment

Pots with soil were weighed before sowing to ensure equal amounts of water in the soil at the beginning of the experiment. Three independent plants were used for emasculation and pollination for each treatment. The controls were watered to keep the soil moisture at 90% until all seeds were mature and ready to harvest. For drought treatment, plants were grown under normal conditions with 90% soil moisture until pollination, after which the soil moisture content was allowed to drop to 35%. The soil moisture content was then maintained by daily watering until all seeds were mature and ready to harvest. For PEG treatment, plants were grown under normal conditions with 90% soil moisture until pollination, and were watered with 20% (w/v) PEG 8000; the PEG solution was changed daily to ensure that the PEG concentration remained unchanged until all seeds were mature and ready to harvest.

For all conditions, the pots were arranged according to a randomized design and their positions were changed daily. Three biological replicates (independent crosses from distinct plants) were collected for each sample, and drought and PEG experiments were repeated three times.

### Statistical analysis

Pairwise Fisher's exact test was performed using R version 4.2.0 and the R-package “RVAideMemoire.” One-way analysis of variance (ANOVA) followed by a post-hoc Tukey HSD test was performed using the R-package “multicomp.” Hypergeometric testing was performed using the R package “phyper.” Fisher's exact test was performed with R in a two-sided test mx = matrix. Statistical comparisons of two groups were performed by Student's *t* test in Excel. The tissue enrichment test was performed in R as previously described (Schon and Nodine 2017). All results from statistical tests are shown in Supplemental Data Set 3.

### Accession numbers

Sequence data for the genes described in this study can be found in the TAIR database (https://www.arabidopsis.org) and NCBI under the following accession numbers: *NRPD1* (AT1G63020), *OSD1* (AT3G57860), *CYP707A2* (AT2G29090), *ABA3* (AT1G16540), *ABI5* (AT2G36270). The sequencing data generated in this study are available in the Gene Expression Omnibus under accession number GSE196667.

## Supplemental Data

The following materials are available in the online version of this article.

**Supplemental Figure S1** Phenotypes of seeds derived from the indicated crosses.

**Supplemental Figure S2** Detection of RNA contamination in embryo-specific transcriptomes.

**Supplemental Figure S3** Overlap of dehydration stress- and seed maturation-specific responsive genes with differentially expressed genes (DEGs) in 3x wt embryos versus 2x wt embryos.

**Supplemental Figure S4** Log2 fold changes of gene expression levels mapped onto the KEGG pathway module.

**Supplemental Figure S5** Measurement of ABA in 2x and 3x seeds by the ABA reporter ABAleon2.1.

**Supplemental Figure S6** CYP707A2 function in ABA catabolism and generation of *cyp707a2* tetraploid mutants.

**Supplemental Figure S7** Ploidy analysis of nuclear DNA content by flow cytometry for *aba3* and *abi5* mutants.

**Supplemental Figure S8** Comparison of RNA seq samples.

**Supplemental Table S1** Quality of embryo mRNA libraries.

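The genes of Supplemental Table S2 moved in the direction given there, and their log2 fold changes in 2x *nrpd1* versus 2x wt did not reach an adjusted p under 0.05 among the genes tested (limma on log2(RPKM + 0.5), Benjamini-Hochberg). AT5G35935, on chromosome 5 of TAIR10.1 from 14083388 to 14089891, has a product that the annotation leaves uncharacterized. It had at most 2 reads in each 2x wt library and 110 to 229 reads in the 2x *nrpd1* libraries. It was at least 51.5-fold higher in 2x *nrpd1* (fitted log2 fold change 2.56, SE 0.29, limma adjusted p = 0.0841). It had 23 to 41 reads in 3x wt and 82 to 205 reads in 3x *nrpd1*. AT2G36120, a glycine-rich protein gene on chromosome 2 from 15165213 to 15166536, had at most 3 reads in each 2x wt library and 24 to 41 in the 2x *nrpd1* libraries and was at least 8.58-fold higher (limma adjusted p = 0.183 for the fitted change). The sucrose-proton symporter gene AT1G71880, on chromosome 1 from 27054030 to 27056464, fell from 10.0 ± 0.76 RPKM (SD, n = 3) to 4.23 ± 1.21 RPKM (log2 fold change -1.16, SE 0.18, limma adjusted p = 0.249). AT2G41640, AT3G14210, AT4G04223 and AT1G13600 were higher, with log2 fold changes of 1.44, 1.1, 1.08 and 0.98, and AT5G03860 was lower, with -0.81. The limma adjusted p of these 5 genes lay between 0.693 and 0.854. At an unadjusted p under 0.05, 6 of the 8 tested genes also had a log2 fold change above 1 or below -1. AT2G41640 overlaps a neighbouring gene on the same strand, with which it could have shared reads. AT5G24240 was below 1 RPKM in every library and was not tested. It had 4 to 7 reads in the 2x wt libraries and 16 to 27 in the 2x *nrpd1* libraries. Except for AT5G35935 in 2x wt, the mean counts in Supplemental Table S2 lie above the reads recovered here from RPKM. These reads are therefore approximate and are not the study's counts.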

**Supplemental Table S2** Differentially expressed genes in 2x *nrpd1* versus 2x wt embryos.

**Supplemental Data Set 1** Fold changes of genes in embryos derived from the indicated crosses.

**Supplemental Data Set 2** Complete list of GO terms.

**Supplemental Data Set 3** Summary of statistical analyses.

## Supplementary Material

koac337_Supplementary_Data Click here for additional data file.

# Supplementary material for: Endosperm cellularization failure induces a dehydration-stress response leading to embryo arrest
**Source:** Plant Cell. 2022 Nov 25;35(2):874–88. doi: 10.1093/plcell/koac337
**Supplement:** koac337_Supplementary_Data

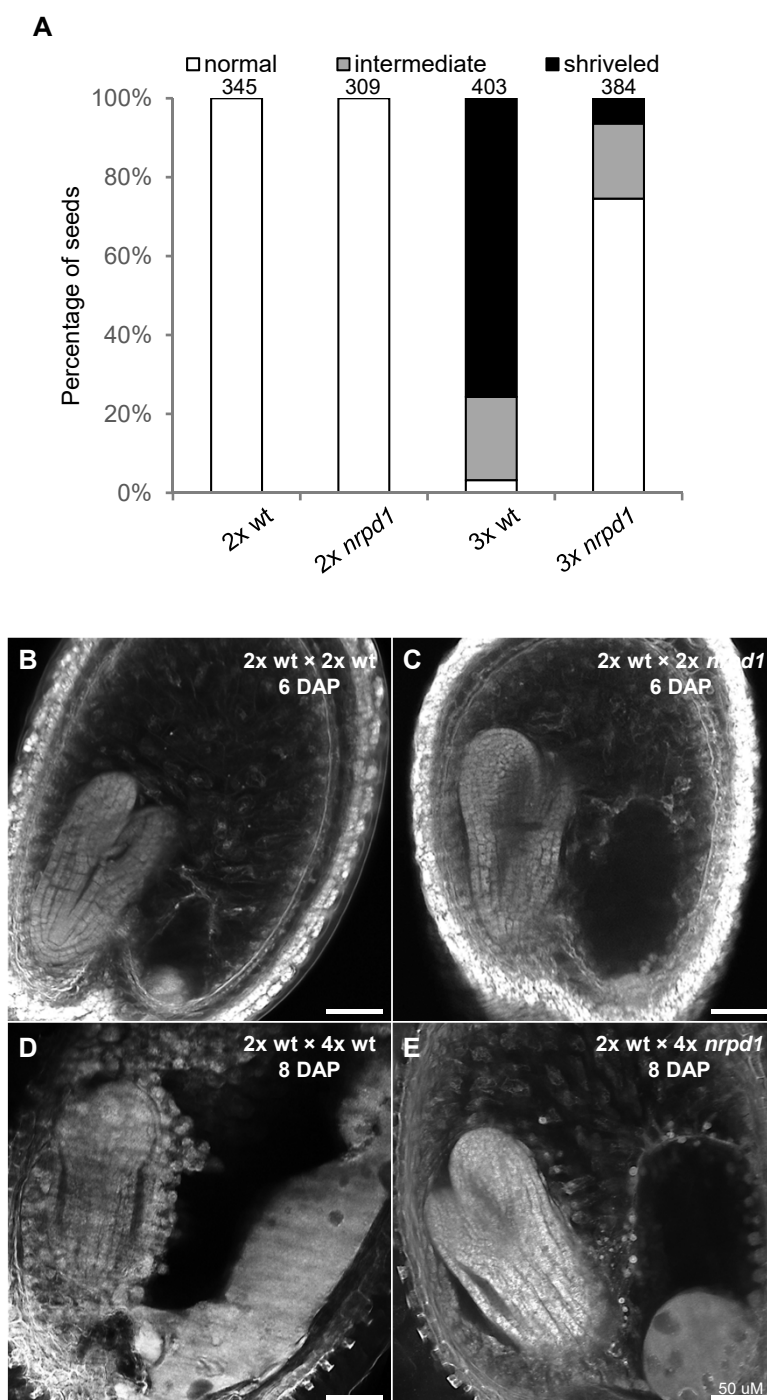

**Supplemental Figure S1. Phenotypes of seeds derived from the indicated crosses.** (Supports Figure 1).

(A) Phenotypic classification of seeds derived from crosses 2x wt × 2x wt (2x wt), 2x wt × 2x nrpd1 (2x nrpd1), 2x wt × 4x wt (3x wt), 2x wt × 4x nrpd1 (3x nrpd1). (B-E) Endosperm cellularization and embryo development as determined by Feulgen staining at 6 DAP for 2x wt seeds (B) and 2x nrpd1 seeds (C), 8 DAP for 3x wt seeds (D) and 3x nrpd1 seeds (E). Scale bars correspond to 50μm (B-E).

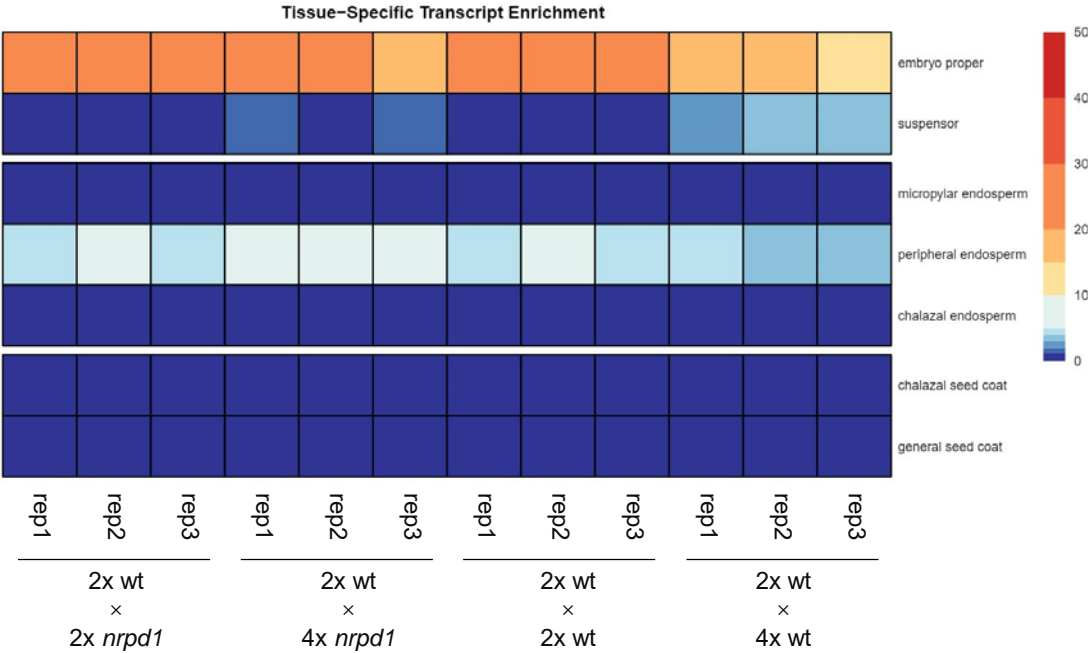

**Supplemental Figure S2. Detection of RNA contamination in embryo-specific transcriptomes.** (Supports Figure 1).  

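The 22 endosperm genes summed to 67.2, 65.9 and 76.4 RPKM in the 2x *nrpd1* libraries and to 83.6 and 94.2 RPKM in replicates 1 and 2 of 3x *nrpd1*, but to 27.7 RPKM in 3x *nrpd1* replicate 3. The 11 seed coat genes summed to 161 and 178 RPKM in 3x *nrpd1* replicates 1 and 2 and to 110 RPKM in replicate 3, and the 16 embryo genes to 666, 645 and 437 RPKM. In the 2x *nrpd1* libraries the embryo genes summed to 735, 723 and 577 RPKM. A tissue enrichment test scores whether genes known from each seed tissue rank high in a transcriptome. The sums given here weigh the genes by their RPKM, so that *SUC5* dominates the endosperm value.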

Heat map of tissue enrichment test results of 12 transcriptomes from embryos generated in this study.

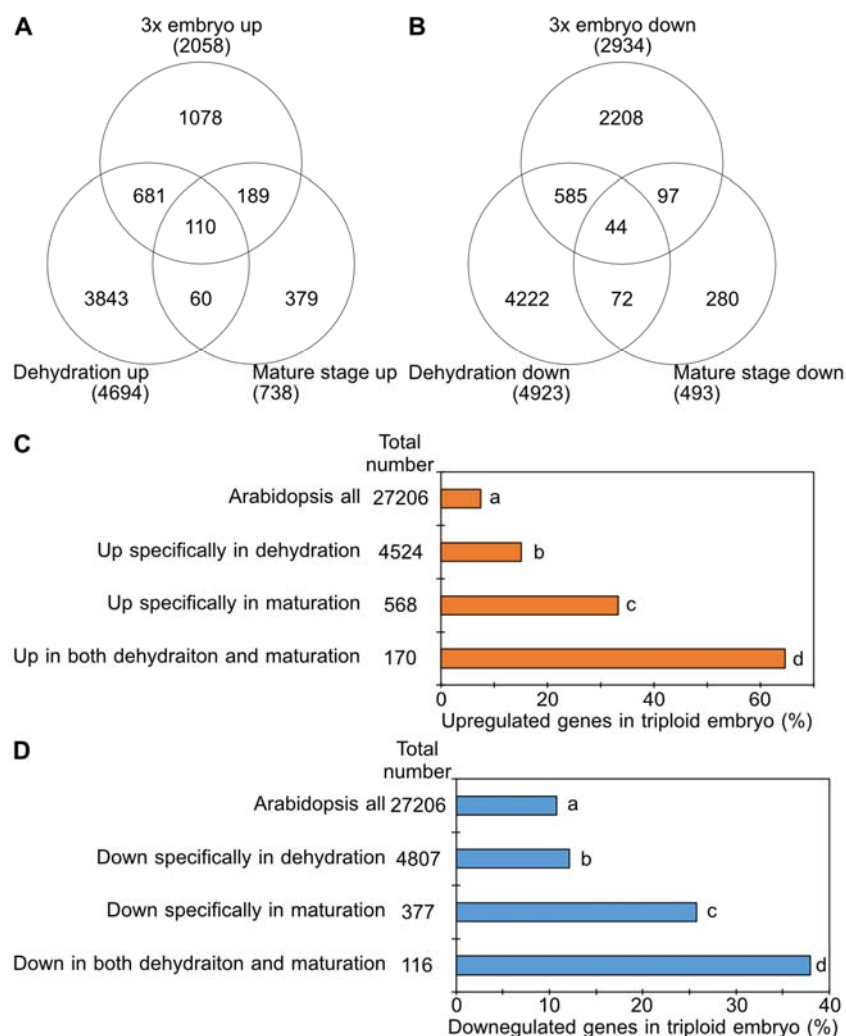

**Supplemental Figure S3. Overlap of dehydration stress- and seed maturation-specific responsive genes with differentially expressed genes (DEGs) in 3x wt embryos versus 2x wt embryos.** (Supports Figure 2).

(A, B) Venn diagrams showing overlapping upregulated (A) and downregulated (B) genes in dehydration stress responses (Sato et al., 2014), seed maturation (Belmonte et al., 2013) and 3x wt embryos relative to 2x wt embryos. (C, D) Percentage of DEGs in 3x embryos versus 2x embryos overlapping with upregulated (C) and downregulated (D) genes in dehydration stress response and seed maturation. Different letters beside the bars indicate significant differences ( $p < 0.05$ , pairwise Fisher's exact test).

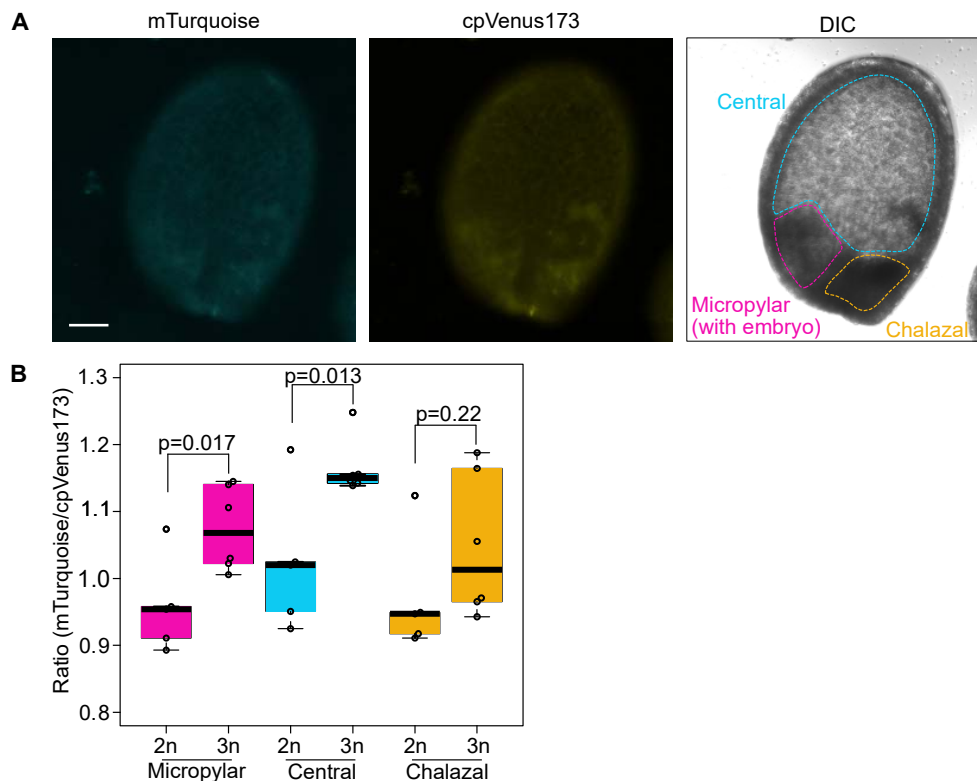

**Supplemental Figure S5. Measurement of ABA in 2x and 3x seeds by the ABA reporter ABAlon2.1.** (Supports Figure 3).

(A) Confocal images of mTurquoise, cpVenus174 and differential interference contrast (DIC) image of the seed expressing ABAlon2.1. The three analyzed regions are indicated in the DIC image. Scale bar corresponds to 100  $\mu$ m. (B) Normalized emission ratios analyzed in three regions in 2x and 3x seeds generated by crossing between the maternal *proUBQ10:ABAlon2.1* plants and paternal diploid or tetraploid wild-type plants. Boxes show medians and the interquartile range, and error bars show the full range. P values between 2x and 3x seeds in each region are shown (Student's t test, n=5-6 seeds).

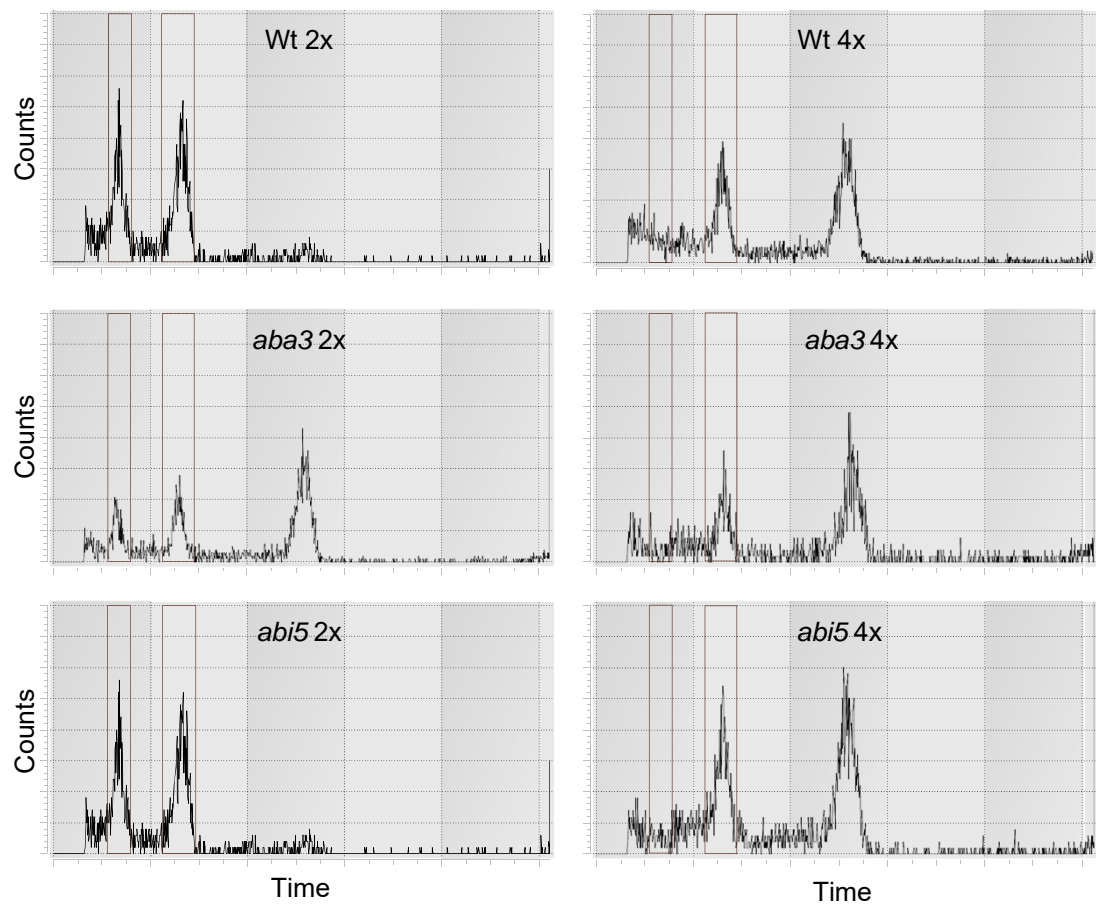

**Supplemental Figure S7. Ploidy analysis of nuclear DNA content by flow cytometry for *aba3* and *abi5* mutants.** (Supports Figure 5).  
Nuclei isolated from 2x wt and 4x wt were used as reference standards.

**Supplemental Table S1. Quality of embryo mRNA libraries.**

Table shows details of the sequenced samples generated in this study. Replicates are biological replicates derived from independent crosses of distinct plants.

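The deposited values can be set beside the numbers of this table. The share of reads that the paper reports as mapped was 53.2% to 54.9% in the 3x wt libraries, below the 59.8% to 69.3% in the other groups. No 3x wt library had more than 9101778 reads behind its RPKM, and the median depth of 2x wt was 1.61 times that of 3x wt, against 1.52 times for 2x *nrpd1* and 3x *nrpd1*. By their medians, the 2 contrasts of 3x with 2x embryos therefore differ in depth by a similar factor. Single libraries were not matched, since 3x *nrpd1* replicate 1, with 11602557 reads, was deeper than every 3x wt library.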

| Sample name            | Crosses                   | Tissue type | Total trimmed reads | Mapped reads | Map efficiency% |
|------------------------|---------------------------|-------------|---------------------|--------------|-----------------|
| 2x wt_rep1             | Col 2x × Col 2x           | 6DAP-Embryo | 55 300 234          | 37 557 760   | 67.9            |
| 2x wt_rep2             | Col 2x × Col 2x           | 6DAP-Embryo | 60 115 364          | 38 755 022   | 64.5            |
| 2x wt_rep3             | Col 2x × Col 2x           | 6DAP-Embryo | 40 457 047          | 28 037 483   | 69.3            |
| 2x <i>nrpd1</i> _rep1  | Col 2x × <i>nrpd1a</i> 2x | 6DAP-Embryo | 53 159 027          | 33 203 321   | 62.5            |
| 2x <i>nrpd1</i> _rep2  | Col 2x × <i>nrpd1a</i> 2x | 6DAP-Embryo | 66 173 212          | 40 897 248   | 61.8            |
| 2x <i>nrpd1</i> _rep3  | Col 2x × <i>nrpd1a</i> 2x | 6DAP-Embryo | 40 403 071          | 25 233 945   | 62.5            |
| 3x wt_rep1             | Col 2x × Col 4x           | 8DAP-Embryo | 41 601 377          | 22 837 794   | 54.9            |
| 3x wt_rep2             | Col 2x × Col 4x           | 8DAP-Embryo | 48 855 276          | 26 400 052   | 54.0            |
| 3x wt_rep3             | Col 2x × Col 4x           | 8DAP-Embryo | 37 968 566          | 20 198 298   | 53.2            |
| 3x <i>nrpd1</i> _rep1  | Col 2x × <i>nrpd1a</i> 4x | 8DAP-Embryo | 52 840 903          | 33 887 807   | 64.1            |
| 3x <i>nrpd1a</i> _rep2 | Col 2x × <i>nrpd1a</i> 4x | 8DAP-Embryo | 33 389 971          | 21 545 988   | 64.5            |
| 3x <i>nrpd1</i> _rep3  | Col 2x × <i>nrpd1a</i> 4x | 8DAP-Embryo | 34 885 530          | 20 876 554   | 59.8            |

**Supplemental Table S2. Differentially expressed genes in 2x nrpd1 versus 2x wt embryos.**  
Table shows the 9 differentially expressed genes in 2x nrpd1 compared to 2x wt embryos

| id        | wt2x<br>baseMean | nrpd1 2x<br>baseMean | FoldChange<br>nrpd1 2x / wt2x | log <sub>2</sub> FoldChange<br>nrpd1 2x / wt2x | pval       | padj       |
|-----------|------------------|----------------------|-------------------------------|------------------------------------------------|------------|------------|
| AT1G13600 | 9.56902053       | 38.0982913           | 3.98142016                    | 1.99328313                                     | 8.5819E-06 | 0.02218214 |
| AT1G71880 | 546.539738       | 249.394867           | 0.45631607                    | -1.1318946                                     | 4.3412E-12 | 7.2936E-08 |
| AT2G36120 | 4.10863431       | 51.9941132           | 12.6548408                    | 3.66161745                                     | 6.7908E-06 | 0.0207439  |
| AT2G41640 | 99.3127714       | 380.592577           | 3.83226217                    | 1.93819626                                     | 1.8376E-06 | 0.00771828 |
| AT3G14210 | 14.9287367       | 49.7010578           | 3.3292206                     | 1.73518447                                     | 1.6548E-05 | 0.03475376 |
| AT4G04223 | 39.9381821       | 108.734818           | 2.72257804                    | 1.4449734                                      | 3.4916E-07 | 0.00248679 |
| AT5G03860 | 157.944078       | 77.6841515           | 0.49184593                    | -1.0237216                                     | 1.2749E-05 | 0.03060005 |
| AT5G24240 | 12.2181165       | 42.2428347           | 3.45739334                    | 1.78968475                                     | 2.8254E-05 | 0.04996758 |
| AT5G35935 | 1.61410159       | 451.17109            | 279.518397                    | 8.12679943                                     | 1.7861E-32 | 6.0015E-28 |

# Supplementary material for: Endosperm cellularization failure induces a dehydration-stress response leading to embryo arrest
**Source:** Plant Cell. 2022 Nov 25;35(2):874–88. doi: 10.1093/plcell/koac337
**Supplement:** koac337_Supplementary_Data

## Slide 1
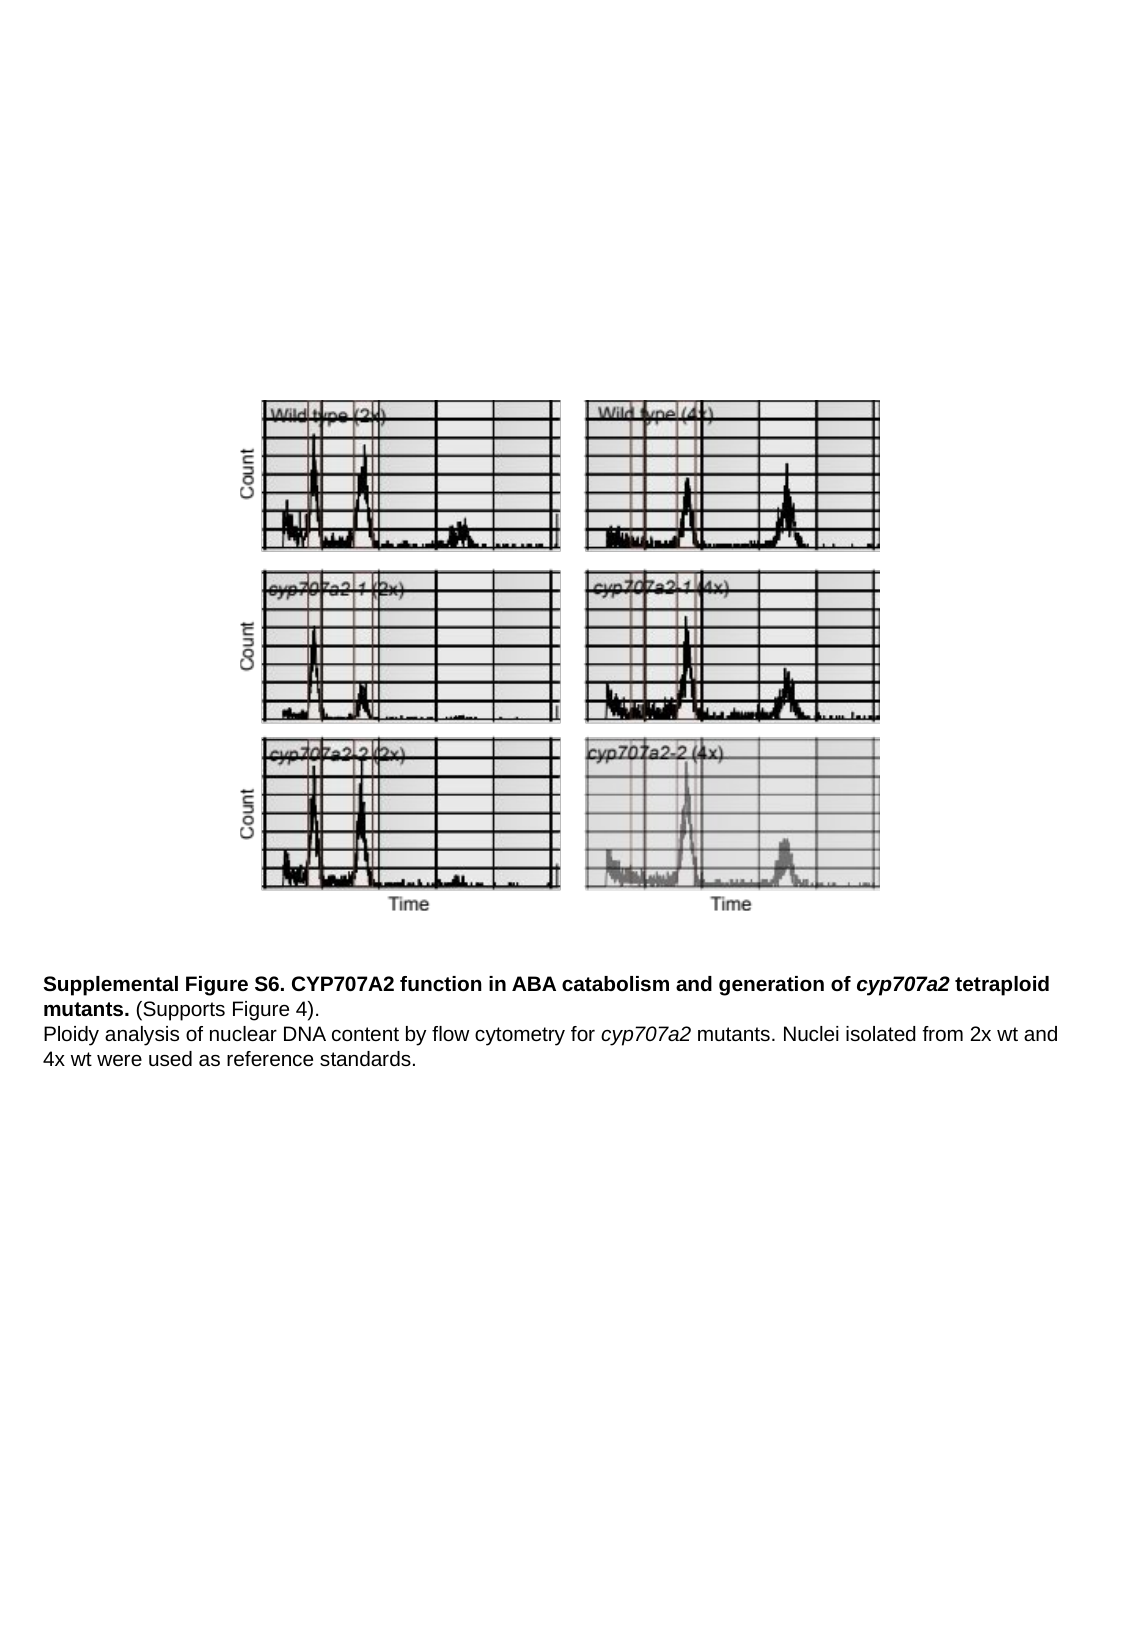

Supplemental Figure S6. CYP707A2 function in ABA catabolism and generation of cyp707a2 tetraploid
mutants. (Supports Figure 4).
Ploidy analysis of nuclear DNA content by flow cytometry for cyp707a2 mutants. Nuclei isolated from 2x wt and
4x wt were used as reference standards.

# Supplementary material for: Endosperm cellularization failure induces a dehydration-stress response leading to embryo arrest
**Source:** Plant Cell. 2022 Nov 25;35(2):874–88. doi: 10.1093/plcell/koac337
**Supplement:** koac337_Supplementary_Data

## Slide 1
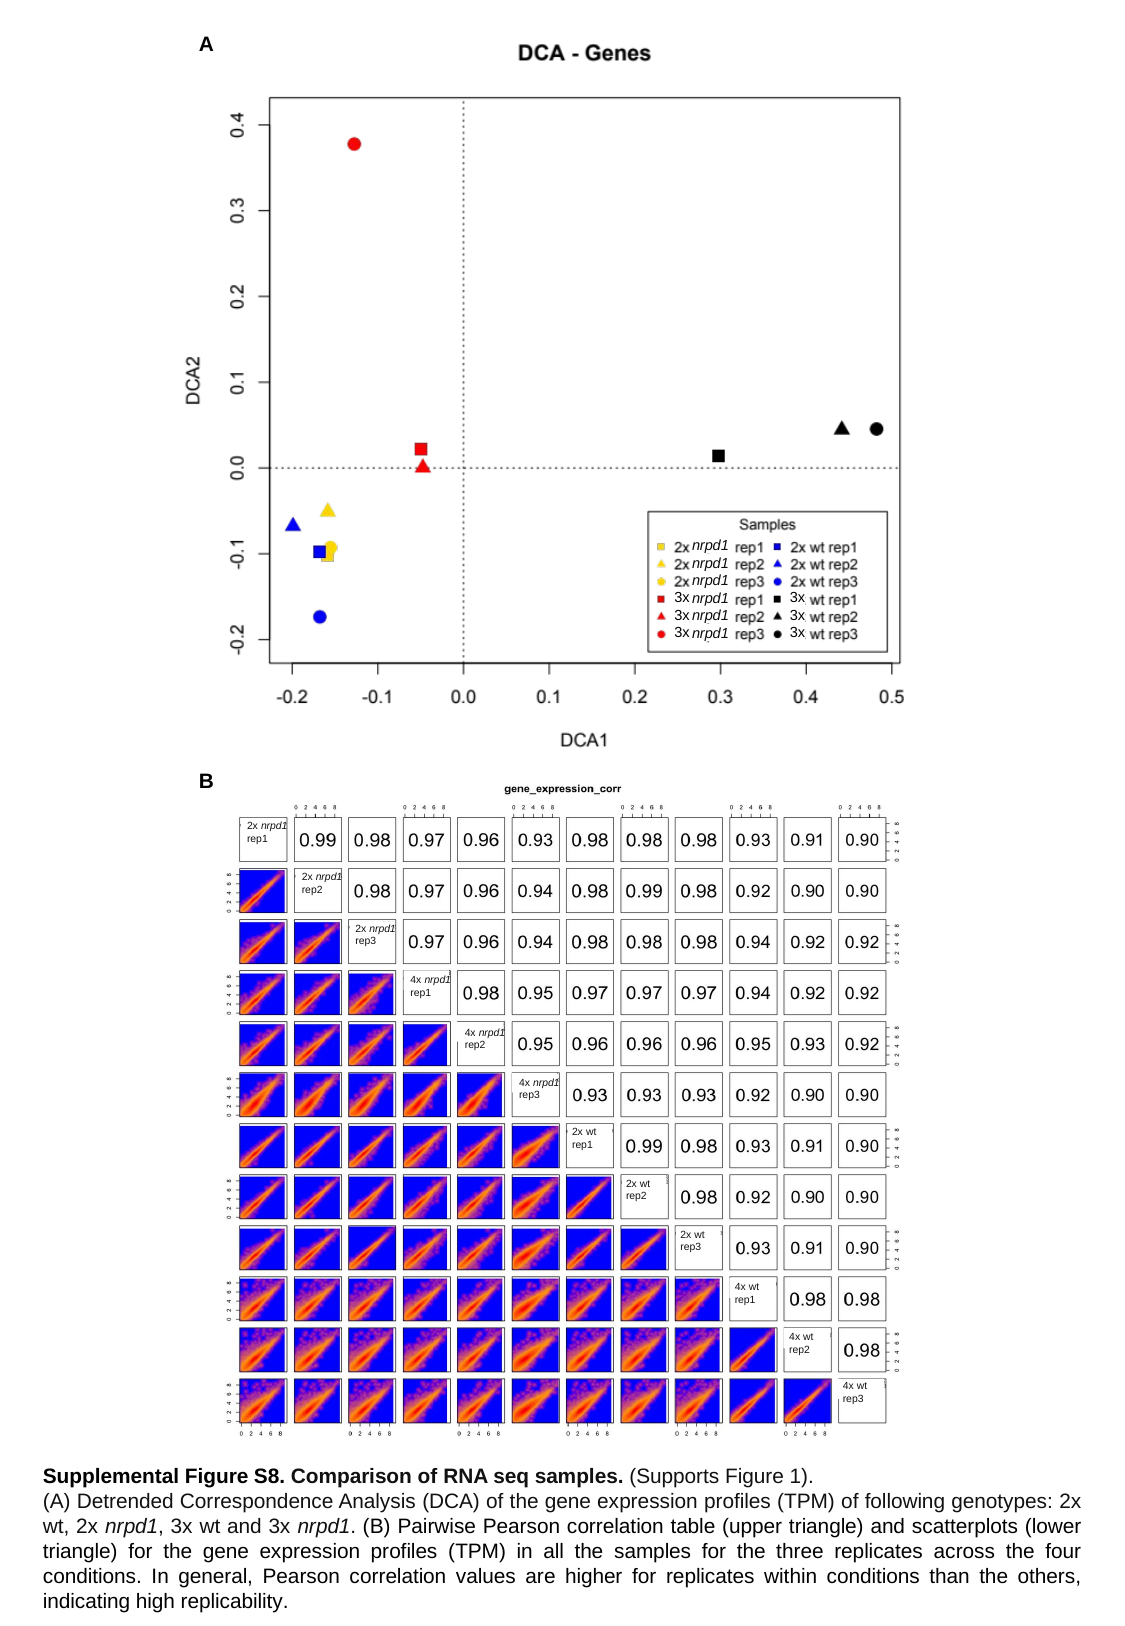

A
nrpd1
nrpd1
nrpd1
3x
3x
3x
nrpd1
3x
3x
3x
nrpd1
3x
3x
nrpd1
B
2x nrpd1
rep1
2x nrpd1
rep2
2x nrpd1
rep3
4x nrpd1
rep1
4x nrpd1
rep2
4x nrpd1
rep3
2x wt
rep1
2x wt
rep2
2x wt
rep3
4x wt
rep1
4x wt
rep2
4x wt
rep3
Supplemental Figure S8. Comparison of RNA seq samples. (Supports Figure 1).
(A) Detrended Correspondence Analysis (DCA) of the gene expression profiles (TPM) of following genotypes: 2x wt, 2x nrpd1, 3x wt and 3x nrpd1. (B) Pairwise Pearson correlation table (upper triangle) and scatterplots (lower triangle) for the gene expression profiles (TPM) in all the samples for the three replicates across the four conditions. In general, Pearson correlation values are higher for replicates within conditions than the others, indicating high replicability.

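Pearson's r was computed here on log2(RPKM + 0.5) across genes for each pair of libraries. Replicates of a group had r from 0.992 to 0.994 in 2x wt, 0.989 to 0.994 in 2x *nrpd1*, 0.988 to 0.991 in 3x wt and 0.970 to 0.990 in 3x *nrpd1*, where replicates 1 and 2 had 0.990 and replicate 3 had 0.970 and 0.973 with them. Between groups, the median r was 0.992 for 2x wt and 2x *nrpd1*, 0.983 for 2x *nrpd1* and 3x *nrpd1*, 0.964 for 3x wt and 3x *nrpd1* and 0.957 for 2x wt and 3x wt. The 2x wt and 2x *nrpd1* libraries were thus as similar to each other as replicates were, with r from 0.990 to 0.994. The lowest r of all pairs, 0.947, was between a 3x wt and a 3x *nrpd1* library.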

How the deposited data were processed for this re-analysis (not part of the article)

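Messenger RNA was measured in embryos dissected at the torpedo stage from 4 crosses of a diploid wt mother, with 3 biological replicates each and 12 libraries in all: 2x wt, 2x *nrpd1*, 3x wt and 3x *nrpd1*. All 12 libraries were assigned to their group and replicate by the sample labels and Supplemental Table S1. The age of 3x *nrpd1* was taken as 8 DAP from the Methods and the labels, while the Results give 6 DAP.

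The authors trimmed the reads, mapped them with TopHat2 to the TAIR10 genome masked for rRNA genes and counted reads per gene with GFOLD, and the study tested the counts with DESeq2. The deposited values are RPKM, which the authors computed per gene and library. The text of the paper does not describe this last step or the total used, and the legend of Fig. 3A speaks of TPM. The deposited values are not rounded to whole numbers and replicates are not pooled. RPKM of 33602 genes were read, 32827 of which have an exon length in the annotation of TAIR10.1, the reference used here for positions, lengths and promoters.

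The depth behind the RPKM was recovered from the values. Multiplied by exon length, the low RPKM of a library are whole multiples of the worth of 1 read, which gave 6851604 to 13602763 reads per library. The method, tested on simulated values of 32827 genes, had an error of at most 7.6e-06 percent. At these depths 3 reads on a gene of 1000 bp are worth 0.221 to 0.438 RPKM. A group with at most 3 reads in each library was treated as being at the floor. Folds against it are given as lower bounds, computed at the floor, and cover counting error only. No fold is given against a group listed at 0.

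Because RPKM are not counts, the tests were run on log2(RPKM + 0.5) with limma 3.58.1 and statmod 1.5.0 in R 4.3.3, with an intensity trend in the variance and Benjamini-Hochberg adjustment, two-sided. Only the 6 libraries of the groups compared entered a fit, since Supplemental Data Set 1 gives a group other normalized means in each comparison, except for the interaction of pollen donor and ploidy, which used all 12. The libraries of a fit were scaled by the median ratio to their geometric mean. Genes with at least 1 RPKM in at least 3 libraries were tested and called at a log2 fold change above 1 or below -1 and an adjusted p under 0.05. Overlaps of calls were tested with a one-sided hypergeometric test and with 100 simulations each of an unchanged and a shuffled 3x *nrpd1* group, since the comparisons share the 3x wt libraries. Gene lists were tested with camera at an inter-gene correlation of 0.01 and at the estimated correlation, and with fry. Camera compares a list with the other genes, and fry asks only whether the list changed at all. Promoter hexamers were counted in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 in the 1000 bp upstream of each gene, and compared with 100000 random draws of 100 promoters. Exact permutation tests of 3 libraries against 3 were enumerated in R and were two-sided, and figures were drawn with matplotlib 3.10.9.

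The groupings, tests, thresholds, gene lists and 140 pairs of a result and an alternative were fixed before the data were examined. The genes named in the text follow a rule fixed at the same time. They are *NRPD1*, the genes that the paper names in its text on embryo transcripts, in Fig. 3A to C and in Supplemental Table S2, and the genes with the largest and smallest changes among those called and without overlap between the libraries of the groups compared. Members of the gene lists named at their largest or smallest value, *SUC5*, *SBT1.7*, *BAN*, *TT10*, *TTG2* and the genes detected only in 3x wt were singled out after their values were seen. The alternatives were pseudocounts of 0.1 and 1, no filter or a mean of at least 5 RPKM, RPKM as deposited or quantile normalization, all 12 libraries in one fit, the replicate number as a block, robust moderation, each library left out in turn, and for the hexamers other promoters, gene numbers and backgrounds. Removal of the exon-length trend, an unadjusted p threshold and leaving out libraries for the tissue lists were added after the data had been seen.

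The fits were tested on simulated libraries with 200 changed genes. In 3x wt versus 2x wt all 100 of the simulated 4-fold changes and 94.5% of all changes were called, with 15 false calls among 17432 genes, and in 2x *nrpd1* versus 2x wt, where nothing was changed, 1 of 17425 genes was called. The interaction recovered 92.5% of its changes with 8 false calls among 17780 genes. Random sets of 15 genes had a camera p under 0.05 in 5% of draws. A hexamer planted in 100 promoters ranked 1, and none of 20 random sets gave a call.

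Several parts of the study were not analysed here: the ABA measurements, the mutant and treatment experiments, the seedling and seed maturation transcriptomes and the GO terms. The study's list of ABA genes and its tissue lists are not in its text, and lists by gene family were used in their place. The copy of Supplemental Data Set 1 that was used here holds 1997 of 33602 genes for 3x wt versus 2x wt, so no overlap or enrichment was tested on it.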

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

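The tests of depth, gene length, the spread of 1 library, chromosomal position and regrouped libraries given here were chosen only after the results had been seen.

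The 3x versus 2x change differed between wt and *nrpd1* pollen donors in 1503 of 18561 genes, by a test of the difference itself (interaction in a limma fit of all 12 libraries). Of these, 988 had the higher value in wt and 515 the lower. In 3x wt versus 2x wt 2860 genes were called, and 162 in 3x *nrpd1* versus 2x *nrpd1*. When donor labels were permuted within each ploidy, 2 of 100 groupings, the real one included, gave as many genes. Of the others, 8 kept 3x wt apart from 3x *nrpd1* and regrouped only the 2x libraries. These gave 1136 to 1579 genes, and the remaining groupings gave at most 1. The number thus rests on the difference between 3x wt and 3x *nrpd1* and hardly on the grouping of the 2x libraries. A difference in depth as the whole cause is argued against by the 162 genes, since the median depth of the 2x group is 1.52 times that of the 3x group in *nrpd1* and 1.61 times in wt. This match is one of medians only, as 3x *nrpd1* replicate 1, with 11602557 reads, was deeper than every 3x wt library. The gene length trend of 3x *nrpd1* replicate 3 widens the spread, but with the trend removed 220 genes were called, 149 of them among the 162, and without that library 216 were called. Both numbers argue against this library as the whole cause of the lower number in *nrpd1*. Only 14 genes were called without 3x *nrpd1* replicate 1, and 14 without replicate 2, so the exact number rests on single libraries. The differences that the design names stay open and untested. These are the mutation of the donor, the cellularization of the endosperm that goes with it, and the age, for which the sources give 6 or 8 DAP in 3x *nrpd1*.

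A set of 24 genes had at least 1 RPKM in each of the 3 3x wt libraries and was listed at 0 in the other 9 libraries. The paper does not discuss them. The same rule gave 0 genes for 2x wt, 1 for 2x *nrpd1* and 0 for 3x *nrpd1*. The annotation lists 15 as protein coding and 8 as pseudogenes, and all 24 were called up-regulated in 3x wt versus 2x wt. The 5 genes with a mean above 10 RPKM were AT1G47395 (121, 173 and 232 RPKM in the 3 libraries), AT4G07965 (43.4, 45.2 and 39.7), AT3G24542 (27.6, 24.9 and 24.0), AT3G43574 (14.6, 15.7 and 11.1) and AT2G30766 (6.17, 10.8 and 22.9), which overlaps AT2G30760, another of the 24. They were chosen after their values had been seen. Lower depth elsewhere is argued against, because 2x wt, listed at 0, had the higher depth with a median of 12621955 reads. The pattern could come from sequence that the tetraploid wt donor carries and the other parents lack. The sample labels, however, name both the diploid mother and the tetraploid wt donor as Col-0. The Methods state that tetraploid Col-0 plants were made by colchicine treatment. By this stated origin the mother and the donor share their sequence, which argues against a variant. The 24 genes lie in gene-poorer regions than the other 1956 genes called up that have a position, with a median of 294 against 336 annotated genes within 500 kb (permutation test, p = 1e-04, the smallest that 10000 draws can give). A variant in gene-poor regions would give this, but induced genes could lie there as well. The position of the genes therefore does not tell a variant of the donor from a response of the embryos, and no genotypes of the donors were analysed here. Reads shared with paralogs were not tested and stay open for the pseudogenes.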

How the results depend on the processing

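The exon-length trend, the unadjusted p threshold and the tissue lists without single libraries were tried only after the results had been seen.

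Apart from the fits that left out a library and the choices made after the results had been seen, 108 values of the results that answer a comparison stayed on their side of the threshold or within their spread, 19 counts or ratios moved and 3 lost significance. With the exon-length trend removed or an unadjusted p, 13 values stayed and 2 moved. Values of the named genes were judged by whether the gene was called. By this rule 302 values stayed and 3 became calls. AT5G35935 was called without the filter and with all 12 libraries in one fit. *LEC2* was called in 3x wt versus 2x wt with RPKM as deposited. The limma adjusted p alone crossed its threshold in some values that were not called. In 3x *nrpd1* versus 3x wt it fell from 0.0918 to as low as 0.0229 for *FUS3* and from 0.076 to 0.0259 for *LEC2*. There it rose from 0.0448 to as much as 0.104 for *CYP707A1*, and in 3x wt versus 2x wt from 0.0367 to 0.676 for *ABI3*.

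When a mean of at least 5 RPKM was required, which left 13574 of 17965 genes in 3x wt versus 2x wt, 1215 genes were up-regulated and 498 down-regulated there, 664 were down-regulated and 358 up-regulated in 3x *nrpd1* versus 3x wt, the overlaps were 564 and 218 genes, and 91 genes were called in 3x *nrpd1* versus 2x *nrpd1*. The change then differed between donors in 875 genes, and 3 ABA genes were called in both comparisons (Fisher's exact p = 0.235, against 2.67e-04 to 0.00232 under the other filters, scales and models). Fewer genes were tested under this filter. Without a filter, 1 gene was called in 2x *nrpd1* versus 2x wt. With all 12 libraries in one fit, 383 genes were called in 3x *nrpd1* versus 2x *nrpd1*, 158 of them among the 162, and 1 in 2x *nrpd1* versus 2x wt. At an unadjusted p these numbers were 545 and 49, and with the exon-length trend removed 220 and 0. With the inter-gene correlation estimated (0.82 and 0.505), camera no longer called the storage genes (median log2 fold change 6.48, p = 0.0750) or the LEA genes (2.69, p = 0.0873). The genes of Fig. 3A, another list, gave 16 genes called in both comparisons. The ratio of 3x wt to 2x wt for the endosperm, seed coat and embryo lists was 1.11, 1.503 and 0.932 with the mean of log2(RPKM + 0.5), in which each gene has the same weight, and 1.59, 2.21 and 0.922 after rescaling by the median ratio. The cause of the other changes was not tested.

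Leaving out 1 library at a time gave 269 to 1147 genes up-regulated in 3x wt and down-regulated in 3x *nrpd1* and 136 to 322 for the opposite overlap, both lowest without 3x wt replicate 2. It gave 348 to 1311 genes down-regulated and 176 to 548 up-regulated in 3x *nrpd1* versus 3x wt, with the same library lowest. Without 3x wt replicate 1 or 3, the genes down-regulated there were 687 and 355. Of the 1165 genes, 279 were no longer tested without a 3x wt library, because they passed 1 RPKM in those 3 libraries only. The cause of the rest of the fall was not tested. The DEGs in 3x *nrpd1* versus 2x *nrpd1* were 14 to 216, with 14 without 3x *nrpd1* replicate 1 and without replicate 2, and 54, 35 and 32 without 2x *nrpd1* replicates 1, 2 and 3. The DEGs in 2x *nrpd1* versus 2x wt were 0 to 19, with 19 without 2x *nrpd1* replicate 3. The genes whose change differed between donors were 784 to 1898, with 803 and 784 without 3x wt replicates 2 and 3. The ABA genes were 3 to 11, with 4 (Fisher's exact p = 0.0610) without 3x wt replicate 1 and 3 without replicate 2 or 3 (p = 0.0322 and 0.0370). The correlation of the changes in wt and *nrpd1* across genes was 0.376 to 0.528, lowest without 3x *nrpd1* replicate 2. Among the named genes, *ABI3* in 3x *nrpd1* versus 3x wt had a log2 fold change from -1.05 to 0.0199 and changed direction without 3x *nrpd1* replicate 3. Of the other values of named genes, judged by calls, 174 stayed, 4 became calls and 7 lost significance, the latter in AT1G21395 and *LCR73*. The cause was not tested.

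Taken over all groups, libraries with the same replicate number hardly deviated together. Over 18 such pairs, the median correlation of their deviations from the group mean was 0.0397, with 6 pairs above 0.1. Over 36 pairs with different numbers it was -0.0222, with 6 above 0.1. Between 2x wt and 2x *nrpd1*, pairs with the same number had 0.0285, 0.227 and 0.26, and the others -0.256 to 0.115. A batch shared by replicate number in the 2x groups is therefore not excluded. With a replicate block, 1 gene was called in 2x *nrpd1* versus 2x wt, 119 in 3x *nrpd1* versus 2x *nrpd1* (104 of them among the 162), and 1995 up-regulated and 878 down-regulated in 3x wt versus 2x wt.

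Depth limits the statements on low genes. *SNRK1.3*, *SNRK2.8* and *CYP707A4* were not tested, and for 165 of the 1980 up-regulated genes with a known length, *CYP707A2* among them, the change in 3x wt is known only as a lower bound.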

Differences from the paper's values

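The shift of the 3x wt libraries and the unadjusted p threshold were chosen only after the result was seen.

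The paper reports 2934 down-regulated genes in 3x wt versus 2x wt against 872 here. None of the alternatives set before the data were examined closed the gap (498 to 1292 genes). A shift of the 3x wt libraries by the median difference between the paper's log2 fold changes and these, chosen after seeing the values, gave 2413. The paper reports 790 of its down-regulated genes as up-regulated in 3x *nrpd1*, against 351 here, and none of the alternatives set before the data were examined closed the gap (136 to 508 genes). The paper's 382 DEGs in 3x *nrpd1* versus 2x *nrpd1* compare with 162 here. With all 12 libraries in one fit there were 383, and none of the other alternatives set before the data were examined closed the gap. An unadjusted p threshold, chosen after seeing the values, gave 545. The paper's 9 DEGs in 2x *nrpd1* versus 2x wt compare with 0 here, where 984 genes had an unadjusted p under 0.05, and none of the alternatives set before the data were examined closed the gap (0 to 19 genes). AT5G35935, which the paper calls, was called without the filter on low RPKM (limma adjusted p = 0.0462) and with all 12 libraries in one fit (limma adjusted p = 0.0020), with a range from 0.0020 to 0.192 over its alternatives. AT1G71880 was called without 2x *nrpd1* replicate 3 (limma adjusted p = 0.0155). At the unadjusted threshold, chosen after seeing the values, AT1G71880, AT2G36120, AT2G41640, AT3G14210, AT4G04223 and AT5G35935 were called, 6 of the paper's 9. Fig. 1C shows about 960 genes up-regulated in 3x *nrpd1* versus 3x wt, read by eye, against 570 here. Quantile normalization (773) and all 12 libraries in one fit (768) came within 1.5 times the paper's number, and the other alternatives set before the data were examined did not. An unadjusted p threshold, chosen after seeing the values, gave 766, also within 1.5 times.

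For *CYP707A1* in 3x wt versus 2x wt, Fig. 3B shows a log2 fold change of about 1.1, read by eye, against 1.46 here, and only RPKM as deposited (1.29) came within the replicate SD (0.224) of the paper's value. For *CYP707A2* in 3x *nrpd1* versus 3x wt, Fig. 3B shows about -4, read by eye, against -1.97 here, where the log2 ratio of the mean RPKM, without a pseudocount, was -3.77. None of the alternatives set before the data were examined closed the gap (-3.18 to -1.40). For *CYP707A3* in 3x *nrpd1* versus 3x wt, Fig. 3B shows about -0.2, read by eye, against -0.60 here. The fits without 3x wt replicate 1 (-0.56), without 3x wt replicate 3 (-0.55) and without 3x *nrpd1* replicate 3 (-0.44) came within the replicate SD (0.361) of the paper's value without reaching it, and the others did not. For *ABI3* in 3x wt versus 2x wt, Fig. 3C shows about -0.15, read by eye, against 0.24 here, and none of the alternatives set before the data were examined closed the gap (0.08 to 0.30). For *ABI3* in 3x *nrpd1* versus 3x wt, Fig. 3C shows about 0.17, read by eye, against -0.68 here, and only the fit without 3x *nrpd1* replicate 3 (0.02) had the same sign and came within the replicate SD (1.23) of the paper's value. For *FUS3* in 3x wt versus 2x wt, Fig. 3C shows about 0.35, read by eye, against 0.79 here, and only RPKM as deposited (0.63) came within the replicate SD (0.307) of the paper's value. In Supplemental Table S2 the paper's log2 fold change is 1.99328313 for AT1G13600 and 1.73518447 for AT3G14210, against 0.98 and 1.1 here, and 1.53 and 1.98 as the log2 ratio of the mean RPKM. A pseudocount of 0.1 gave 1.32 and 1.7, which came within the replicate SD (0.709 and 0.234) of the paper's values without reaching them, and the other alternatives did not. The lowest correlation between libraries is about 0.90 in Supplemental Fig. S8B, read by eye, against 0.947 here on the log2(RPKM + 0.5) scale, and neither other pseudocount closed the gap (0.945 for both). On untransformed RPKM the lowest correlation was 0.635, between 2x wt replicate 3 and 3x wt replicate 3.

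The paper names *SNRK1.3* and *SNRK2.8* as up-regulated, and both were below the filter on low RPKM here and were not tested.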

Other observations

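The tests in this part were chosen only after the results had been seen.

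The library 3x *nrpd1* replicate 3 deviated from its group more than any of the other 11 libraries from its own. The SD across 13404 genes of its log2 deviation from the mean of the other replicates was 0.736, against 0.414 and 0.445 in replicates 1 and 2, whose means include it, and 0.209 to 0.35 in the other groups. Its lower depth is argued against by replicate 2, which had 7396991 reads against 7185975 and a correlation of 0.990 with replicate 1. A few abundant genes are argued against by the SD of 0.735 without the 100 genes with the most reads, and GC content as the main source by the 6.79% of the variance that a trend on it took up. The deviation fell with exon length (Spearman's rho = -0.718 across genes, which are not independent replicates). Its median was 0.894 in the 10% of genes with the shortest exons and -0.940 in the 10% with the longest, and a length trend took up 49.7% of the variance. A candidate explanation is that long transcripts were lost or fragmented in this sample, a hypothesis from the same data. A shift towards short genes in the embryos themselves was not tested and stays open. Without this library *ABI3* had a log2 fold change of 0.02 in 3x *nrpd1* versus 3x wt.

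The rise of the seed storage genes in 3x wt could come from other seed tissues carried along. The 15 storage genes rose 19.8-fold in summed RPKM from 2x wt to 3x wt. The 22 endosperm genes, 4 of which reached 1 RPKM in 2x wt, rose by a ratio of 1.41. This sum is set by *SUC5*, whose 57.1 RPKM in 2x wt would hide a small share of endosperm. Other members moved apart, *PHE1* from 0 to 1.58 RPKM and *PHE2* from 0 to 0.567 RPKM, but *ALE1* from 2.35 to 0.397 RPKM and *EDE1* from 8.66 to 6.84 RPKM. In 3x *nrpd1*, where the storage genes were lower than in 3x wt, *PHE1* stood at 1.91 RPKM and *PHE2* at 1.66 RPKM. The rise of *PHE1* and *PHE2* thus did not follow that of the storage genes, whereas *SUC5* was lower in 3x *nrpd1*, at 51.2 RPKM. The 11 seed coat genes, 3 of which reached 1 RPKM in 2x wt, rose by a ratio of 1.95. This sum is set by *SBT1.7*, whose 141 RPKM in 2x wt would hide a small share of seed coat, and members of the list moved apart. *BAN* rose from 0.428 to 4.70 RPKM and *TT10* from 0.416 to 6.02 RPKM, while *TTG2* fell from 8.24 to 5.52 RPKM. In 3x *nrpd1*, *BAN* stood at 0.666 RPKM and *TT10* at 0.910 RPKM, lower than in 3x wt as the storage genes were. More endosperm or seed coat in 3x wt and a rise within the embryos therefore cannot be told apart for the storage genes by these lists. By the labels and the Methods, 3x *nrpd1* embryos had the same age of 8 DAP as 3x wt embryos. Their storage genes summed to 7557 ± 1331 RPKM (SD), 3.26-fold over 2x wt, against 45828 ± 12085 RPKM in 3x wt. At that age, these values argue against age as the whole cause of the rise, but the Results give 6 DAP for 3x *nrpd1*. The failure of cellularization stays open as well. The embryo genes, 15 of 16 of which reached 1 RPKM in 2x wt, had a ratio of 0.817.

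The paper's log2 fold changes of 3x wt versus 2x wt, in the part of Supplemental Data Set 1 that was used (1997 of 33602 genes, 1367 of them tested here), were lower than these for 95% of the genes. The median difference was -0.381, and the 2 sets had r = 0.967 across genes. The difference lay within 0.2 of its median for 85.5% of the genes, which is consistent with a scaling of the libraries that differs by 1 factor. With the 3x wt libraries shifted by this median, 2413 genes were down-regulated, nearer to the paper's number, but 1336 were up-regulated, below the paper's 2058. Such a factor may account for part of the difference in down-regulated genes and argues against itself as the whole account, since the up-regulated genes move away. No biological explanation was tested.

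With 6 libraries there are 10 splits into groups of 3, so no share below 1 of 10 can be reached. In 3x wt versus 2x wt, in 3x *nrpd1* versus 3x wt and in 3x *nrpd1* versus 2x *nrpd1*, 1 of the 10 splits, the real one, gave as many DEGs, and the others gave 0. In 2x *nrpd1* versus 2x wt, 10 of 10 splits gave at least the 0 genes of the real one, and 1 of the others gave 3. For the median of the storage genes and that of the LEA genes in 3x wt versus 2x wt, 1 of 10 splits, the real one, was as large. The Z score of CATGCA was as high as the real 8.93 in 4 of 10 splits, the real one included, with a highest value of 9.39. Each of the other 9 splits still sets 2 libraries of a group against 1, so this count decides nothing about the motif. For the overlaps, the 9 libraries of 2x wt, 3x wt and 3x *nrpd1* were regrouped. The real grouping alone, 1 of 100, gave as many genes up-regulated in 3x wt and down-regulated in 3x *nrpd1* (1002, the next highest 10). The same held, with 1 of 100, for the opposite direction (351, the next highest 250) and for the ABA genes (10, the next highest 0).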
